# Transcriptomic and chemogenomic analyses unveil the essential role of Com2-regulon in response and tolerance of *Saccharomyces cerevisiae* to stress induced by sulfur dioxide

**DOI:** 10.15698/mic2019.11.697

**Published:** 2019-09-30

**Authors:** Patrícia Lage, Belém Sampaio-Marques, Paula Ludovico, Nuno P. Mira, Ana Mendes-Ferreira

**Keywords:** Sulfur dioxide tolerance, Com2 (YER130c), wine preservation, Saccharomyces cerevisiae, stress response

## Abstract

During vinification *Saccharomyces cerevisiae* cells are frequently exposed to high concentrations of sulfur dioxide (SO_2_) that is used to avoid overgrowth of unwanted bacteria or fungi present in the must. Up to now the characterization of the molecular mechanisms by which *S. cerevisiae* responds and tolerates SO_2_ was focused on the role of the sulfite efflux pump Ssu1 and investigation on the involvement of other players has been scarce, especially at a genome-wide level. In this work, we uncovered the essential role of the poorly characterized transcription factor Com2 in tolerance and response of *S. cerevisiae* to stress induced by SO_2_ at the enologically relevant pH of 3.5. Transcriptomic analysis revealed that Com2 controls, directly or indirectly, the expression of more than 80% of the genes activated by SO_2_, a percentage much higher than the one that could be attributed to any other stress-responsive transcription factor. Large-scale phenotyping of the yeast haploid mutant collection led to the identification of 50 Com2-targets contributing to the protection against SO_2_ including all the genes that compose the sulfate reduction pathway (*MET3, MET14, MET16, MET5, MET10*) and the majority of the genes required for biosynthesis of lysine (*LYS2, LYS21, LYS20, LYS14, LYS4, LYS5, LYS1 and LYS9*) or arginine (*ARG5,6, ARG4, ARG2, ARG3, ARG7, ARG8, ORT1* and *CPA1*). Other uncovered determinants of resistance to SO_2_ (not under the control of Com2) included genes required for function and assembly of the vacuolar proton pump and enzymes of the antioxidant defense, consistent with the observed cytosolic and mitochondrial accumulation of reactive oxygen species in SO_2_-stressed yeast cells.

## INTRODUCTION

Sulfur dioxide (often abbreviated to sulfite or SO_2_) has been long used in winemaking due to its recognized potential in inhibiting growth of spoilage microbes whose activity decreases wine quality by producing off-flavor compounds (e.g. H_2_S and other sulfur-based volatiles) and causing formation of sediments or gas after bottling, among other deleterious effects. SO_2_ is usually added to the must in the form of potassium or sodium metabisulfite that, in solution, has a pH dependent speciation. At low pH the more abundant species is molecular SO_2_ (p*Ka* ~ 1.8), however, at the pH of wine (between 3 and 3.8) bisulfite (HSO_3_^−^; p*Ka* 6.9) is the more abundant form [1]. The antimicrobial potential of SO_2_ is believed to result from its ability to permeate the microbial plasma membrane by passive diffusion [2], similar to what is known to occur with carboxylic weak organic acids also used as preservatives (e.g. acetic or propionic acids) [3]. Once inside microbial cells molecular SO_2_ dissociates into bisulfite (HSO_3_^−^) and sulfite (SO_3_^2-^) due to the internal pH surpassing the pKa values [1]. The deleterious effects caused by accumulation of SO_2_, HSO_3_^−^ or SO_3_^2-^ inside *Saccharomyces cerevisiae* cells were described to include depletion of ATP caused by inhibition of glyceraldeyde-3-phosphate dehydrogenase and alcohol dehydrogenases [4], perturbation of the plasma membrane structure and damaging of proteins, vitamins or coenzymes due to cleavage of disulfide bonds [5, 6]. Although significant strain-to-strain variability is observed concerning tolerance to SO_2_, studies have identified spoilage yeast strains able to grow in the presence of concentrations as high as 600 mg/L [7–9], well above the levels legally permitted in enology which are in the range of 150 to 400 mg/L [10]. Among the more feared SO_2_-tolerant species are the yeasts *Saccharomycodes ludwigii* and *Brettanomyces bruxellensis*, with the first being particularly problematic due to the difficulties in eradicating it from contaminated environments using currently available sanitation methodologies [11]. As a response to that emergence in resilience to SO_2_ within spoilage species, wine producers tend to increase the concentration of this preservative. This practice has, however, adverse effects in health of more susceptible consumers [12, 13], while also rendering the wines less attractive in a market that demands “chemical-free” products and increasing pressure for selection of more tolerant strains.

Wine *S. cerevisiae* strains are considerably more tolerant to SO_2_ than laboratory strains and genomic analysis revealed that, in most cases, this phenotype results from a higher transcription of the *SSU1* gene [14–19], encoding a plasma membrane pump essential for efflux of sulfite and bisulfite [20]. This increased transcription of *SSU1* observed in SO_2_-tolerant wine strains results from chromosomal rearrangements that exchange the native promoter for a stronger one [14–18]. The more common of these rearrangements is a translocation between chromosome XVI (where the *SSU1* allele is natively located) and chromosome VIII, placing *SSU1* under the regulation of the strong promoter of *ECM34* [14, 15, 17]. Notably, *SSU1* transcription is not responsive to SO_2_ [16, 18] and thus the different levels of tolerance in *S. cerevisiae* wine strains are, in general, explained by the basal transcript levels of *SSU1* [16, 18]. An exception to this was observed for the 71B commercial strain, which was found to encode a SO_2_-responsive *SSU1* allele, presumably due to the retention of the original *SSU1* promoter in addition to two copies of *SSU1*-R [21]. The transcription factor Fzf1 is the regulator of *SSU1* expression from its endogenous promoter [20], however, it plays no role in the control of the higher expression of more tolerant strains since it has no binding site in the modified *SSU1* promoters these strains harbor [15, 18]. Besides the efflux of sulfite mediated by Ssu1, the production of acetaldehyde, the increased activity of the transulfuration pathway and the blockage of adenine biosynthesis have also been pinpointed as mechanisms contributing to the improved tolerance of *S. cerevisiae* to SO_2_ [22–24].

In this work, we demonstrate that the poorly characterized transcription factor Com2 (ORF YER130c) is essential for tolerance and response of *S. cerevisiae* cells to SO_2_ at pH 3.5. Com2 encodes an orphan homologue of the environmental stress-responsive transcription factors Msn2 and Msn4 [25], being derived from a separate locus in the ancestral yeast genome that existed before whole genome duplication [26]. Com2 was also found to be an orthologue of *Candida albicans* Mnl1, a species also harboring an orthologue of *S. cerevisiae* Msn4 but not of Msn2 [26]. CaMsn4 and CaMnl1 could not be implicated in a general environmental stress response in *C. albicans* [26] but CaMnl1 was found to mediate tolerance and response to high concentrations of acetic acid [26]. Although transcription of Com2 was found to increase in *S. cerevisiae* cells exposed to acetic, propionic or benzoic acids (at pH 4) [27–29], no protective effect against these acids could be attributed to this regulator [27–29]. By exploring a combination of transcriptomics and genome-wide phenotypic analyses, a detailed mechanism describing how Com2-dependent regulon contributes for tolerance and response of *S. cerevisiae* to SO_2_ is established in this study. The results also provided, for the first time, a genome-wide view of the *S. cerevisiae* genes required for maximal tolerance to SO_2_ at a low pH broadening the current view into the modes of toxicity of this preservative and underlying protective responses.

## RESULTS

### The transcription factor Com2 is a determinant of *S. cerevisiae* tolerance to SO_2_

The demonstrated similarity of Com2 with Msn2/Msn4 [26] and the reported involvement of the latter two regulators in *S. cerevisiae* response to environmental stress, specifically to stress induced by carboxylic acids [30], prompted us to compare the susceptibility of mutants devoid of *COM2, MSN2* or *MSN4* to SO_2_ (at pH 3.5) with the one of the parental strain BY4741 **(Fig. 1)**. Since Haa1 was also implicated in tolerance to hydrophilic organic acids [27] and is a positive regulator of Com2 [28, 29], a mutant devoid of this gene was also included in this phenotypic profiling **(Fig. 1)**. Among the strains examined only *com2*Δ showed strong susceptibility to SO_2_ (at pH 3.5), this being visible both in solid and in liquid medium **(Fig. 1A)**. Consistently, cellular viability of SO_2_-challenged *com2*Δ cells was well below the one registered for any of the other strains, this difference being particularly noticeable during the adaptation period **(Fig. 1B)**. These results suggest that Com2 plays an essential role in the early adaptation phase of *S. cerevisiae* to stress imposed by SO_2_ at pH of 3.5. We tested whether deletion of Com2 would provide tolerance to other stresses including toxic concentrations of ethanol, copper or of H_2_O_2_ with no significant protective effect being observed (results not shown).

**Figure 1:**
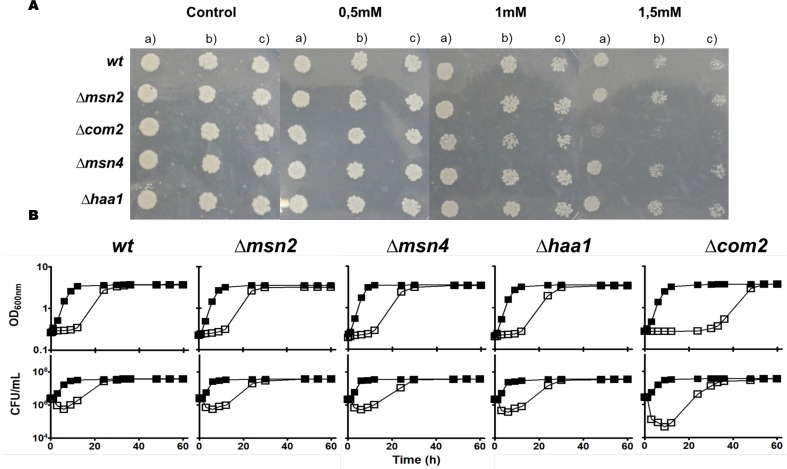
FIGURE 1. Comparison of the susceptibility to SO_2_ of the *Saccharomyces cerevisiae* BY4741 parental strain and the deletion mutants Δ*msn2*, Δ*msn4*, Δ*haa1* and Δc*om2* by spot assays **(A)** or by cultivation in MMB liquid medium (pH 3.5) (▪) or in this medium supplemented with 0.5 mM of SO2 (□) **(B)**. In (A) the cells used to prepare the spots were grown in MMB liquid medium until mid-exponential phase and then inoculated (at an OD of 0.05) in MMB (pH 3.5) agarized medium supplemented with the indicated concentrations of SO2. Lanes (b) and (c) are, respectively, 1:5 and 1:10 dilutions of the suspension used in lane (a). In (B) growth was followed by measuring culture OD_600_ and the concentration of viable cells was assessed as the number of colony forming units per ml of cell culture (CFU ml-1). All the results presented are representative of at least three independent experiments that gave the same pattern of results.

### General overview on the yeast transcriptional response to SO_2_ in BY4741 and in BY4741_*com2*Δ cells

The identification of Com2 as a new determinant of yeast tolerance to SO_2_ led us to investigate its role in the transcriptome-wide alterations imposed by stressful concentrations of that preservative. 

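RNA from *S. cerevisiae* BY4741 and from a *com2*Δ mutant was hybridized to 12 Affymetrix Yeast Genome 2.0 arrays, with 3 biological replicates of each strain after 60 min at pH 3.5 without SO_2_ or with 0.5 mM SO_2_. BY4741 is a haploid laboratory strain of mating type **a** whose markers include deletions of *LEU2*, *MET17* and *URA3*. For each of 5716 probe sets the authors' table gives 1 intensity per array on a linear scale with a floor of 1, at which 9 to 14 probe sets lie on each array. The paper describes normalization to an invariant set and expression indices from the perfect match probes in dChip, after detection calls from MAS 5.0, and gives 8 arrays. The labels of the samples name MAS5 and cover all 12. The labelling is described in the paper as a One-Cycle assay and in the labels as a 3' IVT Express kit.

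Median intensities of the arrays ran from 1673 to 1868, so no further scaling was applied. Between replicates, Pearson's r of the log2 intensities across probe sets, which are not independent replicates, was 0.974 to 0.995. The third wild-type control array stood apart from its replicates, with a median absolute log2 difference of 0.27 and 0.23 from the others against 0.10 between these. To a lesser degree, so did replicate 2 of the wild-type (0.20 and 0.21 against 0.11) and of the *com2*Δ cells with SO_2_ (0.22 and 0.17 against 0.11). The third *com2*Δ control array did as well (0.20 and 0.16 against 0.12). Log2 intensities of 5667 features, 1 probe set for each of 5449 named genes and 218 probe sets with no gene listed, were fitted with limma on all 12 arrays. A gene was called when it changed at least 2-fold with a p-value under 0.05 and a false discovery rate under 10%, as in the paper's methods. The paper's filter on Present calls and its lower-bound fold of 1.2 were not applied. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01. With a correlation estimated from the arrays, 1 list call in all 5 comparisons held, that of 12 genes which the study chose on these arrays for a difference between the control cultures, so it is not independent evidence. The model and tests of the 5 comparisons, their thresholds, the gene lists and the rule for named genes were set before the data were examined. The background of deleted genes was chosen later, and 2 genes, *ATG1* and YNL042W-B, were named after their values were seen.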

For this, we have resorted to a transcriptomic profiling of *S. cerevisiae* BY4741 and *com2*Δ cells cultivated for 60 min in the absence or presence of 0.5 mM SO_2_ (at pH 3.5), these being experimental conditions comparable to those used in the susceptibility assays shown in **Fig. 1**. The selected time-point for the transcriptomic analysis corresponds to the early phase of adaptation to SO_2_ (Figure S1), a period where strong adaptive responses to carboxylic acid-induced stresses have been observed [28, 29] and where Com2 seems to exert a more prominent protective effect **(Fig. 1B)**.

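The wild-type cells with SO_2_ stood apart from all other cultures in a principal component analysis of the 12 arrays, computed from the log2 intensities of 5667 features centred per feature. Along the first component, which held 57.8% of the variance, their scores were 42.0 to 48.3 and those of the other 9 arrays −22.5 to −5.86. The second component held 23.3% of the variance. Along it, the *com2*Δ cells with SO_2_ had scores of 24.6 to 33.8, above all other arrays. The control cells lay at −16.9 to −12.6 in the wild type and at −11.4 to −2.70 in the mutant, and the wild-type cells with SO_2_ at −7.17 to −4.84. The control cells of both strains overlapped along the first component, at −22.5 to −16.4. The wild-type control array at −16.4 was that of replicate 3, and its replicates lay at −22.5 and −21.8. The separation of the groups was not tested.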

Principal component analysis of the results obtained for the different samples used in the transcriptomic analysis revealed that exposure to SO_2_ greatly impacted genomic expression in both wild-type and *com2*Δ yeast cells, although this effect was markedly different for the two strains (Figure S1). Comparison of the transcriptomes of wild-type and *com2*Δ cells grown in the absence of SO_2_ (control conditions) revealed only 48 genes with significantly different expression in the two strains, 28 of these being more expressed (above 2-fold) in the wild-type strain and 20 being more expressed in the mutant strain (using the same 2-fold threshold). 

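*COM2* (YER130C), the gene deleted in the mutant, had an intensity of 3366 ± 443 (SD, n = 3) in wild-type and 10.6 ± 1.32 (SD, n = 3) in *com2*Δ control cells. Without SO_2_, 20 genes were higher in *com2*Δ than in wild-type cells, at a median log2 fold change of 1.47, and 20 were lower, at −1.21. *SUL1*, which encodes a sulfate permease, was among the lower genes, with a log2 fold change of −2.22 (standard error 0.21, adjusted p = 0.00034 from limma). *POX1*, the acyl-CoA oxidase of peroxisomal fatty acid oxidation, had a log2 fold change of −2.41 (standard error 0.34). Of 13 measured genes of the phosphate regulon, which serve phosphate uptake and release, 5 were higher in *com2*Δ cells and none was lower, also when adjusted over the list alone (camera, adjusted p = 1.38e-13). This list had an adjusted p = 0.093 with an estimated correlation. Its members include the acid phosphatase gene *PHO11* (log2 fold change of 2.73, standard error 0.18) and the phosphate transporter genes *PHO84* and *PHO89* (1.96 and 1.76, standard errors 0.20). On the third wild-type control array, 10 of the 13 were below its replicates, at a median log2 difference of −0.19. Over all 5667 features, the 3 control arrays of a strain lay beyond the 3 of the other in 17.5%, against 10% by chance, features not being independent. Without wild-type control replicate 1, 18 genes were higher and 9 lower, and without *com2*Δ control replicate 2, 17 and 11. Without the third wild-type control array 74 genes were called, with array weights 94, and without the 25% dimmest genes 15, of which 14 were higher in *com2*Δ cells and 1 was lower.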

The list of these genes affected upon *COM2* deletion in control conditions is provided in Table S1.

Exposure to SO_2_ resulted in a dramatic change in the genomic expression of BY4741 cells with 569 genes being up-regulated and 456 genes down-regulated, comparing with the levels attained in control conditions (listed in Table S2). 

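In BY4741 cells, 594 of the 5667 features rose with SO_2_, at a median log2 fold change of 1.44, and 474 fell, at −1.41. *BIO5*, which encodes a transporter of a biotin precursor, rose 38.2-fold (log2 fold change of 5.26, standard error 0.10, n = 3 arrays per group, adjusted p = 5.09e-11 from limma). *MET2*, the homoserine acetyltransferase of methionine synthesis, rose 34.2-fold, *STR3*, a cystathionine beta-lyase, 27.7-fold, and *CHA1*, a deaminase of serine and threonine, 23.9-fold (standard errors of 0.25, 0.35 and 0.23 on the log2 scale). Among the genes that fell were the hexose transporter gene *HXT2*, from an intensity of 13570 ± 813 to 466 ± 123 (SD, n = 3), *HXT4*, with a 24.1-fold decrease, and the hexokinase gene *HXK1*, with a 19.6-fold decrease. Of 11 measured genes of the hexose transporter family, 7 fell and none rose, also when adjusted over the list alone. This list had an adjusted p = 7.0e-05 from camera and an adjusted p = 0.121 with an estimated correlation. Of 13 genes of trehalose and glycogen metabolism, 6 fell and 1 rose (camera, adjusted p = 0.000827, and adjusted p = 0.328 with an estimated correlation), among them the glycogen synthase gene *GSY1* (24.4-fold lower) and the glycogen phosphorylase gene *GPH1* (5.97-fold lower). *HAP4*, an activator of respiratory genes, was 13.5-fold lower (standard error 0.19 on the log2 scale). Over all features, the 3 arrays with SO_2_ lay beyond the 3 without it in 62.8%, against 10% by chance, features not being independent. With median centring 499 features rose and 570 fell, which turns the larger direction.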

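In *com2*Δ cells, 178 features rose with SO_2_, at a median log2 fold change of 1.38, and 155 fell, at −1.26. The larger direction turned without replicate 3 of the *com2*Δ cells with SO_2_ (170 rose and 171 fell). It also turned with an adjusted p under 0.05 from limma and no fold limit (791 and 846). *SFC1*, the mitochondrial succinate and fumarate carrier, rose from an intensity of 50.5 ± 13.5 to 861 ± 382 (SD, n = 3). The lower value is under 152, the highest intensity on any array of *LEU2*, *MET17* and *URA3*, which are deleted in both strains. The log2 fold change of *SFC1* was 4.03 in *com2*Δ and −0.20 in wild-type cells, a difference of 4.24 (standard error 0.39, adjusted p = 2.28e-05 from limma). *ROX1*, a repressor of hypoxic genes, had log2 fold changes of 3.01 and 0.57, a difference of 2.44 (standard error 0.59). Without the third wild-type control array, the *ROX1* change in wild-type cells passed the threshold as well (log2 fold change of 1.07). *DAL7* and *DAL5*, which act in the use and uptake of allantoin derivatives, rose in both strains, by log2 fold changes of 2.99 and 2.91 in *com2*Δ and 2.78 and 2.32 in wild-type cells. *RTA1*, a gene of resistance to aminocholesterol, fell in both strains, with log2 fold changes of −3.49 in *com2*Δ and −3.06 in wild-type cells, as did *MTH1*, a regulator of hexose transporter genes (−2.94 and −3.11).

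Of the genes that rose, 73 rose in both strains, against 18.7 for independent lists (Fisher's exact test across genes, which are not independent, p = 2.33e-27). These were 41.0% of the genes activated in *com2*Δ cells. Of the genes that fell, 96 fell in both strains, against 13.0 for independent lists (Fisher's exact test, p = 1.46e-66), or 61.9% of the genes repressed in *com2*Δ cells. Without the 25% dimmest genes, 144 features were called in *com2*Δ cells, and 38 rose and 38 fell in both strains.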

In the *com2*Δ strain, exposure to SO_2_ resulted in the activation of 161 genes and in repression of 242, however, these genes had little overlap with those that changed their expression in the wild-type strain (see data and figure in Table S3). The differences in the genomic expression programs prompted by both strains in response to SO_2_ are rendered clear in **Fig. 2**. A high number of genes activated by SO_2_ in wild-type cells were not over-expressed in the mutant background and, in some cases, these genes were even repressed **(Fig. 2)**. These SO_2_-responsive genes lacking activation in the mutant are highlighted in blue in **Fig. 2** and were considered as Com2-targets. 

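The genes activated by SO_2_ in wild-type cells had a median log2 fold change of 0.28 in *com2*Δ cells. Of these genes, 6 fell in the mutant, against 16.2 for independent lists (Fisher's exact test across genes, p = 0.00472). They include *MMP1* and *MUP3*, which encode permeases of S-methylmethionine and methionine, and *ATG1*, a protein kinase of autophagy. *MMP1* had a log2 fold change of 2.52 in wild-type and −1.23 in *com2*Δ cells, a difference of −3.75 (standard error 0.28, adjusted p = 5.52e-06 from limma). *MUP3* had 1.87 and −1.06, and *ATG1* 1.85 and −1.21, and their fall in *com2*Δ cells was under 2-fold without the second *com2*Δ array with SO_2_ (−0.87 and −0.98), that of *MUP3* also with array weights (−0.86). The open reading frame YNL042W-B, also among the 6, lies near the floor, at a log2 fold change of 1.22 in wild-type and −1.34 in *com2*Δ cells and a difference of −2.56. All 3 calls ended with 16 added to each intensity (0.38, −0.25 and −0.63), the former 2 with array weights (0.53 and −0.97), and the rise without the third wild-type control array (0.86). The other members are *SUL1* and *MET14*, of sulfate assimilation, whose fall was under 2-fold with array weights (−0.87 and −0.77). With array weights, as without the 25% dimmest genes, 3 genes rose in wild-type and fell in *com2*Δ cells.

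In the opposite direction, 18 genes fell in wild-type and rose in *com2*Δ cells, against 14.9 for independent lists (Fisher's exact test, p = 0.407). *CIN5*, a transcription factor of the Yap family, had log2 fold changes of −2.16 and 2.47, and *GND2*, a 6-phosphogluconate dehydrogenase, −2.09 and 2.06. All 24 genes of both directions had a called difference of responses, as had all 11 genes called in opposite directions without the 25% dimmest genes (3 and 8). Opposite 2-fold calls already exceed the 2-fold limit on the difference, so this outcome was nearly fixed by the selection. Over all features, this difference was called upward for 463 and downward for 527, with medians of 1.39 and −1.36. The larger direction turned with median centring (536 upward and 454 downward) and array weights (654 and 627), and without the 25% dimmest genes 649 were called. Across genes, which are not independent replicates, the log2 fold changes of the strains had Pearson's r of 0.39 and Spearman's rho of 0.30.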

In concerns to genes down-regulated by SO_2_, a higher similarity was observed for wild-type and *com2*Δ cells, although it was still possible to observe genes that were down-regulated in the wild-type but not in the mutant and vice versa **(Fig. 2)**. However, because Com2 is predicted as a transcriptional activator, we did not consider the genes differently repressed by SO_2_ in the wild-type and in the *com2*Δ mutant as being Com2-targets.

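Of the 474 features that fell with SO_2_ in wild-type cells, 378 were under 2-fold lower in *com2*Δ cells, where their median log2 fold change was −0.31. A weaker fall in *com2*Δ cells was called by the interaction test for 277 of them (58.4%). *TAT1*, an amino acid permease, had log2 fold changes of −3.66 in wild-type and 0.08 in *com2*Δ cells, a difference of 3.73 (standard error 0.23, adjusted p = 1.91e-06 from limma). *HXK1* fell in both strains, with log2 fold changes of −4.29 and −2.03 and a difference of 2.26 (standard error 0.24). Of the 11 genes of the hexose transporter family, 5 fell in *com2*Δ cells (camera, adjusted p = 0.000126, and adjusted p = 0.675 with an estimated correlation). The difference of responses was called upward for 4 of them (camera, adjusted p = 0.0244, and adjusted p = 0.257 with an estimated correlation), with the same counts when adjusted over the list alone. This call also ended after quantile normalization (adjusted p = 0.0708) and without the 25% dimmest genes (adjusted p = 0.0989). A further 59 features fell in *com2*Δ cells and were not called lower in wild-type cells. Of the genes repressed in wild-type cells, 20.3% were repressed in *com2*Δ cells, against 12.3% of the activated genes that were activated there (Fisher's exact test across genes, which are not independent, p = 0.000515). The difference of these shares ended with array weights (14.7% against 14.2%, p = 0.871 from the exact test), without the second *com2*Δ array with SO_2_ (18.8% against 15.3%, p = 0.139 from the exact test) and without the 25% dimmest genes (13.0% against 8.9%, p = 0.0847 from the exact test).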

**Figure 2:**
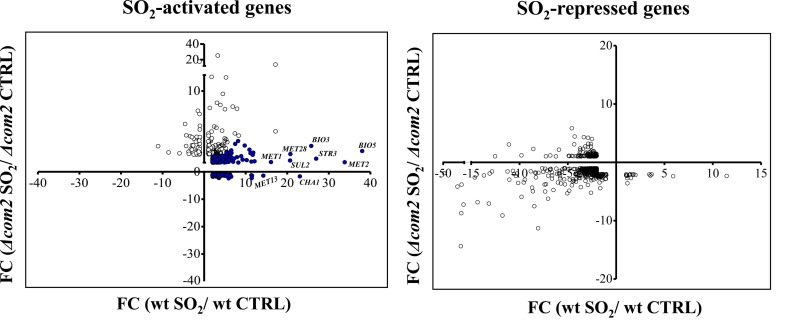
FIGURE 2: Overview on the transcriptomic profile of SO_2_-challenged BY4741 or Δcom2 cells. The genes whose transcription increased more than 2-fold in the presence of SO_2_, comparing with the levels attained in control conditions, were selected for this representation. Genes activated by SO_2_ in wild-type cells but not in the mutant were considered as Com2-targets and are herein highlighted in blue.

To render the toxic effects of SO_2_ at a low pH in the physiology of *S. cerevisiae* BY4741 cells clearer, the genes found to be up- and down-regulated were clustered according with their predicted biological function using the MIPS functional catalogue. 

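In wild-type cells with SO_2_, genes of several amino acid pathways rose together, in lists taken from textbook knowledge. Several lists share members with the genes that the paper names from these samples, *LEU1*, *ARO8* and *MET32* among them. Counts of such lists are therefore not fully independent evidence. Of 11 measured genes of branched-chain amino acid synthesis, 9 rose, among them the isopropylmalate isomerase gene *LEU1* (log2 fold change of 1.64, standard error 0.13, n = 3 arrays per group) and the acetolactate synthase gene *ILV2* (1.47, standard error 0.17). This list had an adjusted p = 2.46e-05 from camera and an adjusted p = 0.235 with an estimated correlation. On the third wild-type control array, 10 of these 11 genes were above its replicates, at a median log2 difference of 0.58, as were, of lists named below, 10 of 13 aromatic (0.26), 13 of 17 methionine, cysteine and S-adenosylmethionine (0.34) and 17 of 23 allantoin genes (0.38). Of 13 genes of aromatic amino acid synthesis, 5 rose (adjusted p = 1.83e-05, and adjusted p = 0.187 with an estimated correlation), and of 6 genes of histidine synthesis 2 (adjusted p = 0.00203, and adjusted p = 0.214 with an estimated correlation). Of 17 genes of methionine, cysteine and S-adenosylmethionine synthesis, 10 rose (adjusted p = 2.42e-06, and adjusted p = 0.129 with an estimated correlation). The list of serine, glycine and one-carbon metabolism did not pass, with 2 of 10 genes up and 2 down (camera, adjusted p = 0.288). Of the 6 regulators around Met4, the activator of sulfur metabolism, 4 rose (adjusted p = 0.0422, adjusted p = 0.187 with an estimated correlation, and adjusted p = 0.165 without the 25% dimmest genes), with *MET32* at a log2 fold change of 3.04 (standard error 0.16).

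All 6 genes of biotin synthesis and uptake rose (camera, adjusted p = 7.13e-06, and adjusted p = 0.121 with an estimated correlation), among them *BIO3*, an aminotransferase of biotin synthesis (4.71, standard error 0.19). The paper also names *BIO2*, *BIO3*, *BIO4*, *BIO5* and *VHR1* of this list from these samples, so its count is not independent evidence. The same holds in part for the 2 lists that follow, through *DAL3*, *DAL82* and *ZAP1*. Of 23 genes of allantoin use and nitrogen catabolite repression, 13 rose (adjusted p = 1.28e-06, and adjusted p = 0.19 with an estimated correlation), including the ammonium permease gene *MEP2* (2.35, standard error 0.18) and the urea permease gene *DUR3* (2.44, standard error 0.21). Of 7 zinc-regulated genes, 4 rose (adjusted p = 0.000933, and adjusted p = 0.207 with an estimated correlation), with the zinc transporter gene *ZRT1* at 1.87 (standard error 0.17). Of 7 genes of methionine, cysteine and S-adenosylmethionine uptake, 5 rose and 1 fell (adjusted p = 0.00274, and adjusted p = 0.212 with an estimated correlation). Other transport and vitamin lists did not pass the test: of 18 amino acid permease genes 4 rose and 3 fell (adjusted p = 0.367), of 16 genes of iron uptake 1 rose and 3 fell (adjusted p = 0.481), and of 14 genes of thiamine synthesis 4 rose and 2 fell (adjusted p = 0.202). The counts of all these lists were the same when adjusted over the list alone. In wild-type cells 1068 features were called with or without the adjustment, so this check could hardly change the counts.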

The biological functions enriched in the dataset of SO_2_-induced genes are “amino acid metabolism”, “nitrogen and sulfur metabolism”, “metabolism of vitamins and prosthetic groups”, “ion transport”, “amino acid transport” and “interaction with the environment”, as detailed in Figure S2. In general, these functional classes coincide with those obtained in the prior transcriptomics analyses of *S. cerevisiae* SO_2_-stressed cells [31, 32] and also of *C. albicans* [33]. Despite this, our number of SO_2_-responsive genes was much higher than the one reported in other studies performed in *S. cerevisiae* [31, 32], which can be attributed to the higher sensitivity of the BY4741 strain in comparison with the susceptibility of the wine strains explored in these other studies [31, 32].

A closer look into the data revealed that the “amino acid metabolism” and “nitrogen and sulfur metabolism” classes were largely composed of genes involved in the sulfate assimilation pathway (*SUL1, SUL2, MET3, MET14, MET16, MET5, MET10*) as well as genes involved in biosynthesis of lysine (*LYS20, LYS21, LYS4, LYS2, LYS9* and *LYS1*) and arginine (*ARG2, ARG3, ARG7, ARG4, ARG5/6, CPA1* and *ARG81*) (Table S1). 

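All 10 measured genes of sulfate assimilation and transport rose in wild-type cells with SO_2_, at a median log2 fold change of 3.53, also when adjusted over the list alone (camera, adjusted p = 3.64e-08, and adjusted p = 0.121 with an estimated correlation). The sulfate permease gene *SUL2* rose 20.9-fold (log2 fold change of 4.39, standard error 0.15, n = 3 arrays per group). The ATP sulfurylase gene *MET3* had a log2 fold change of 3.65 (standard error 0.21), and *MET5* and *MET10*, which encode the subunits of sulfite reductase, had 3.54 each (standard errors of 0.12 and 0.19). Of 9 genes of lysine synthesis from textbook knowledge, 8 rose (camera, adjusted p = 7.0e-05, and adjusted p = 0.212 with an estimated correlation). *LYS1*, the saccharopine dehydrogenase of the last step, rose 4.58-fold (standard error 0.34 on the log2 scale). *LYS12*, the homoisocitrate dehydrogenase, was 1.74-fold higher and below the fold threshold. Of 8 measured genes of arginine synthesis, 7 rose (camera, adjusted p = 7.94e-05, and adjusted p = 0.241 with an estimated correlation), among them the ornithine carbamoyltransferase gene *ARG3* (5.56-fold) and the acetylglutamate synthase gene *ARG2* (4.68-fold). *ARG1* was 1.87-fold higher, and passed the threshold without the third wild-type control array (log2 fold change of 1.09). On that array, 7 of the 9 lysine, 7 of the 8 arginine and 7 of the 10 sulfate genes were above its replicates, at median log2 differences of 0.57, 0.43 and 0.34. The genes named by the paper, 8 of lysine and 7 measured of arginine synthesis, all rose, also when adjusted over the list alone (camera, adjusted p = 0.000145 and 0.000139, and adjusted p = 0.212 and adjusted p = 0.236 with an estimated correlation). Since the study chose these genes and the sulfate genes on the same samples, their direction is not independent evidence.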

Consistent with their observed up-regulation, deletion of *MET3, MET5, MET10, MET14, MET16, LYS4, LYS14, LYS20, LYS21, ARG2, ARG3, ARG4, ARG5, ARG7* genes led to a strong susceptibility phenotype to SO_2_ at pH 3.5 **(Fig. 3)**. Previously, the addition of methionine to the medium was found to increase susceptibility of yeast cells to SO_2_ by inhibiting the activity of the sulfate assimilation pathway [22]. Under the conditions that we have tested this does not seem to be the case since susceptibility to SO_2_ of the BY4741 strain (auxotrophic for methionine) was identical to the one of the prototrophic yfg*Δ*0 strain which was cultivated in a growth medium not supplemented with methionine (compare results in Figures.S1, S3 and Fig. 1). Furthermore, the susceptibility phenotype of the *met5*Δ, *met14*Δ and *met16*Δ mutants to SO_2_ was still clearly detectable in the prototrophic background (Figure S3). Supplementation of the MMB medium with lysine (1.0 g/L) alleviated SO_2_ toxicity **(Fig. 3)**, while in the case of arginine a positive effect was also observed but only for the highly susceptible strain *com2*Δ (results not shown).

**Figure 3:**
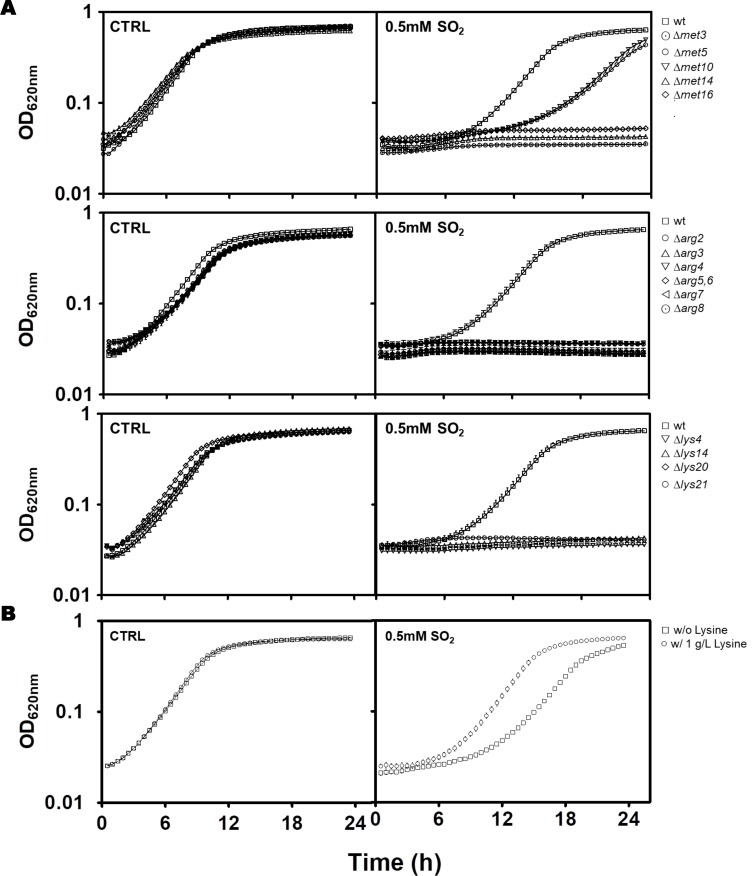
FIGURE 3. **(A)** Comparison of the susceptibility towards SO_2_ of the mutants devoid of the expression of genes whose transcription is activated in response to SO_2_ in a Com2p-dependent manner. Cells of the parental strain (wt) and of the indicated deletion mutants were grown until mid-exponential phase in liquid MMB medium (at pH 3.5) and then used to inoculate the same basal medium either supplemented (open symbols) or not supplemented with 0.5 mM SO_2_ (filled symbols) (at pH 3.5). Cells were batch cultured at 30ºC and growth was monitored based on OD_620nm_. The growth curves presented are representative of at least three independent growth experiments. **(B)** Wild-type strain was challenged for 24h in MMB pH 3.5 without and/or with 0.5 mM SO_2_ supplemented with 1 g/L of lysine.

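*SSU1* (YPL092W), which encodes the plasma membrane sulfite exporter, had a log2 intensity of 13.22 ± 0.17 (SD, n = 3) without and 13.64 ± 0.17 (SD, n = 3) with SO_2_ in wild-type cells. This 1.33-fold difference was under the 2-fold threshold (log2 fold change of 0.42, standard error 0.15, adjusted p = 0.0338 from limma). In *com2*Δ cells its log2 fold change was 0.36 (standard error 0.15, adjusted p = 0.1), and the difference between the strains was −0.06 (standard error 0.22, adjusted p = 0.835). *FZF1*, the transcription factor of *SSU1*, had log2 fold changes of 0.40 in wild-type and −0.11 in *com2*Δ cells, a difference of −0.52 (standard error 0.16), also under 2-fold. Of 4 measured genes, targets of Fzf1 and *FZF1* itself, 1 was called in wild-type cells, also when adjusted over the list alone (camera, adjusted p = 0.72). It was *YHB1*, which encodes the nitric oxide oxidoreductase and fell by 1.37 on the log2 scale (standard error 0.20).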

Consistent with the reported lack of transcriptional regulation of *SSU1* by SO_2_ in *S. cerevisiae* [15, 31, 32], we could not detect the up-regulation of this sulfite exporter neither in the transcriptomic profiling performed nor in other additional experiments that were performed using different cell extracts (Figure S4). Genes involved in acetaldehyde synthesis were also not found to be activated in response to SO_2_, despite the description that increased synthesis of this sulfur-sequestering carbohydrate ameliorate the toxic effects of SO_2_ [23, 24]. Nonetheless, reduced expression of genes encoding enzymes involved in degradation of acetaldehyde into ethanol or acetate was detected **(Table 1)**, which could indicate an attempt to increase (or at least maintain) the internal concentration of acetaldehyde [24].

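*PDC1* and *PDC5*, which encode the pyruvate decarboxylases that form acetaldehyde, had log2 fold changes of −0.22 (standard error 0.08) and −0.25 (standard error 0.09) in wild-type cells with SO_2_. *PDC6*, another gene for this enzyme, fell by 1.45 on the log2 scale (standard error 0.20, adjusted p = 7.4e-05 from limma). Of these 3 genes, 1 fell, also when adjusted over the list alone (camera, adjusted p = 0.127). Its log2 fold change in *com2*Δ cells was −0.41, and the difference of 1.03 between the strains (standard error 0.28) was under 2-fold without replicate 3 of the wild-type controls, of the wild-type cells with SO_2_ or of the *com2*Δ controls (0.91, 0.90 and 0.81), with array weights (0.46), after quantile normalization (0.93) and with 16 added to each intensity (0.96).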

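Of 10 genes for the conversion of acetaldehyde to ethanol or acetate, 4 fell and 2 rose in wild-type cells with SO_2_, also when adjusted over the list alone (camera, adjusted p = 0.558). *ALD6*, the cytosolic acetaldehyde dehydrogenase, fell 5.89-fold (log2 fold change of −2.56, standard error 0.14, n = 3 arrays per group, adjusted p = 1.76e-07 from limma). *ALD3* and *ALD4*, a cytosolic and a mitochondrial aldehyde dehydrogenase, fell, with log2 fold changes of −1.93 and −1.25, as did *ADH2*, the alcohol dehydrogenase that oxidizes ethanol (−1.38). That reaction forms acetaldehyde, so the fall of *ADH2*, though counted in this list, is not one of acetaldehyde conversion. The mitochondrial aldehyde dehydrogenase gene *ALD5* rose 3.22-fold and the alcohol dehydrogenase gene *ADH5* 2.20-fold. The rise of *ADH5* was under 2-fold without the first wild-type control array (log2 fold change of 0.99) and with array weights (0.91). *ADH1*, the main alcohol dehydrogenase of fermentation, had a log2 fold change of 0.00 (standard error 0.07), *ADH3* −0.38, *ADH4* 0.82 and *ALD2* 0.47. The change of *ALD6* in *com2*Δ cells was a rise, by a log2 fold change of 1.12 (standard error 0.14), and its difference between the strains was 3.68 (standard error 0.20, adjusted p = 8.08e-07).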

**TABLE 1.** List of genes whose SO2-induced transcriptional activation registered in S. cerevisiae BY4741 cells is abolished in the absence of COM2. Genes whose elimination leads to an increase in yeast susceptibility to SO2 are highlighted in gray.

**Gene name**	$FC\left(\frac{wt\;\;SO2}{wt\;\;CTRL}\right)$	$FC\left(\frac{\Delta com2\;\;SO2}{\Delta com2\;\;CTRL}\right)$	**Function**
ARG3	5.18	1.05	Ornithine carbamoyltransferase (carbamoylphosphate:L-ornithine carbamoyltransferase), catalyzes the sixth step in the biosynthesis of the arginine precursor ornithine.
ARG7	2.67	1.19	Mitochondrial ornithine acetyltransferase, catalyzes the fifth step in arginine biosynthesis; also possesses acetylglutamate synthase activity, regenerates acetylglutamate while forming ornithine.
ARG8	4.31	−1.05	Acetylornithine aminotransferase, catalyzes the fourth step in the biosynthesis of the arginine precursor ornithine.
ARO8	2.19	−1.02	Aromatic aminotransferase I, expression is regulated by general control of amino acid biosynthesis
ARO9	3.09	1.12	Aromatic aminotransferase II, catalyzes the first step of tryptophan, phenylalanine, and tyrosine catabolism
BAS1	2.83	1.25	Myb-related transcription factor involved in regulating basal and induced expression of genes of the purine and histidine biosynthesis pathways; also involved in regulation of meiotic recombination at specific genes
BIO2	11.82	2.26	Biotin synthase, catalyzes the conversion of dethiobiotin to biotin, which is the last step of the biotin biosynthesis pathway; complements E. coli bioB mutant.
BIO3	25.77	3.1	7,8-diamino-pelargonic acid aminotransferase (DAPA), catalyzes the second step in the biotin biosynthesis pathway; BIO3 is in a cluster of 3 genes (BIO3, BIO4, and BIO5) that mediate biotin synthesis.
BIO4	10.23	1.32	Dethiobiotin synthetase, catalyzes the third step in the biotin biosynthesis pathway; BIO4 is in a cluster of 3 genes (BIO3, BIO4, and BIO5) that mediate biotin synthesis; expression appears to be repressed at low iron levels.
DAL3	9.76	3.15	Ureidoglycolate hydrolase, converts ureidoglycolate to glyoxylate and urea in the third step of allantoin degradation; expression sensitive to nitrogen catabolite repression
DAL82	3.01	1.56	Positive regulator of allophanate inducible genes; binds a dodecanucleotide sequence upstream of all genes that are induced by allophanate; contains an UISALL DNA-binding, a transcriptional activation, and a coiled-coil domain
DBF2	4.24	1.31	Ser/Thr kinase involved in transcription and stress response; functions as part of a network of genes in exit from mitosis; localization is cell cycle regulated; activated by Cdc15p during the exit from mitosis; also plays a role in regulating the stability of SWI5 and CLB2 mRNAs
EEB1	4.87	1.31	Acyl-coenzymeA:ethanol O-acyltransferase responsible for the major part of medium-chain fatty acid ethyl ester biosynthesis during fermentation; possesses short-chain esterase activity; may be involved in lipid metabolism and detoxification
EHT1	4.57	−1.09	Acyl-coenzymeA:ethanol O-acyltransferase that plays a minor role in medium-chain fatty acid ethyl ester biosynthesis; possesses short-chain esterase activity; localizes to lipid particles and the mitochondrial outer membrane
ILV3	2.36	−1.06	Dihydroxyacid dehydratase, catalyzes third step in the common pathway leading to biosynthesis of branched-chain amino acids
ILV5	2.07	1.04	Bifunctional acetohydroxyacid reductoisomerase and mtDNA binding protein; involved in branched-chain amino acid biosynthesis and maintenance of wild-type mitochondrial DNA; found in mitochondrial nucleoids
LEU1	3.07	1.09	Isopropylmalate isomerase, catalyzes the second step in the leucine biosynthesis pathway
LEU4	2.5	1.19	Alpha-isopropylmalate synthase (2-isopropylmalate synthase); the main isozyme responsible for the first step in the leucine biosynthesis pathway
LEU9	2.14	1.14	Alpha-isopropylmalate synthase II (2-isopropylmalate synthase), catalyzes the first step in the leucine biosynthesis pathway; the minor isozyme, responsible for the residual alpha-IPMS activity detected in a leu4 null mutant
LYS1	4.14	1.16	Saccharopine dehydrogenase (NAD+, L-lysine-forming), catalyzes the conversion of saccharopine to L-lysine, which is the final step in the lysine biosynthesis pathway; also has mRNA binding activity.
LYS4	3.03	−1.25	Homoaconitase, catalyzes the conversion of homocitrate to homoisocitrate, which is a step in the lysine biosynthesis pathway.
LYS9	3.26	−1.11	Saccharopine dehydrogenase (NADP+, L-glutamate-forming); catalyzes the formation of saccharopine from alpha-aminoadipate 6-semialdehyde, the seventh step in lysine biosynthesis pathway; exhibits genetic and physical interactions with TRM112.
MET14	3.44	−2.07	Adenylylsulfate kinase, required for sulfate assimilation and involved in methionine metabolism
MET16	11.37	1.13	3′-phosphoadenylsulfate reductase, reduces 3′-phosphoadenylyl sulfate to adenosine-3′,5′-bisphosphate and free sulfite using reduced thioredoxin as cosubstrate, involved in sulfate assimilation and methionine metabolism
MET22	3.45	1.27	Bisphosphate-3′-nucleotidase, involved in salt tolerance and methionine biogenesis; dephosphorylates 3′-phosphoadenosine-5′-phosphate and 3′-phosphoadenosine-5′-phosphosulfate, intermediates of the sulfate assimilation pathway
MET3	12.13	1.17	ATP sulfurylase, catalyzes the primary step of intracellular sulfate activation, essential for assimilatory reduction of sulfate to sulfide, involved in methionine metabolism.
MET8	4.88	−1.41	Bifunctional dehydrogenase and ferrochelatase, involved in the biosynthesis of siroheme, a prosthetic group used by sulfite reductase; required for sulfate assimilation and methionine biosynthesis.
STP22	2.25	1.02	Component of the ESCRT-I complex, which is involved in ubiquitin-dependent sorting of proteins into the endosome; homologous to the mouse and human Tsg101 tumor susceptibility gene; mutants exhibit a Class E Vps phenotype
SUL1	11.44	−2.33	High affinity sulfate permease of the SulP anion transporter family; sulfate uptake is mediated by specific sulfate transporters Sul1p and Sul2p, which control the concentration of endogenous activated sulfate intermediates.
SUL2	20.67	1.27	High affinity sulfate permease; sulfate uptake is mediated by specific sulfate transporters Sul1p and Sul2p, which control the concentration of endogenous activated sulfate intermediates.
URE2	2.2	1.15	Nitrogen catabolite repression transcriptional regulator that acts by inhibition of GLN3 transcription in good nitrogen source; has glutathione peroxidase activity and can mutate to acquire GST activity; altered form creates [URE3] prion
VAC17	3.82	−1.38	Phosphoprotein involved in vacuole inheritance; degraded in late M phase of the cell cycle; acts as a vacuole-specific receptor for myosin Myo2p
VPS9	2.47	1.35	A guanine nucleotide exchange factor involved in vesicle-mediated vacuolar protein transport; specifically stimulates the intrinsic guanine nucleotide exchange activity of Vps21p/Rab5: similar to mammalian ras inhibitors; binds ubiquitin
ZAP1	4.33	1.56	Zinc-regulated transcription factor; binds to zinc-responsive promoters to induce transcription of certain genes in presence of zinc, represses other genes in low zinc; regulates its own transcription; contains seven zinc-finger domains

### Defining the Com2-regulon in response to SO_2_

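*MET2* and *CHA1*, among the genes that rose most in wild-type cells with SO_2_, had log2 fold changes of 0.10 and −0.74 in *com2*Δ cells. Their differences between the strains were −5.00 (standard error 0.35, adjusted p = 3.98e-06 from limma) and −5.32 (standard error 0.33, adjusted p = 1.91e-06). Of the 594 features activated in wild-type cells, 521 (87.7%) were under 2-fold higher with SO_2_ in *com2*Δ cells. Another 16 were at least 2-fold higher there but reached less than 50% of the wild-type fold. *BIO5* and *DAL80*, a repressor of nitrogen-regulated genes, belong to the latter, with log2 fold changes of 1.29 (standard error 0.10) and 2.26 (standard error 0.26) in *com2*Δ cells and differences of −3.97 and −1.81 between the strains. The test of the difference itself called a lower response in *com2*Δ cells for 370 of the 594 (62.3%), 354 of them among the 521. The other 167 of the 521 had no called difference. Under SO_2_, 325 of the 521 (62.4%) were called lower in *com2*Δ than in wild-type cells. Without SO_2_, 12 of the 521 were called higher and 2 lower in *com2*Δ cells.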

Deletion of *COM2* abolished the transcriptional activation of 503 genes (these genes being highlighted in blue in **Fig. 2)** and reduced, by more than 50%, the SO_2_-induced activation of other 15 genes. It is important to highlight that although a short-exposure time to SO_2_ had been used to identify the Com2-regulated genes, more specifically responding to that preservative, it is likely that this high number of genes might not result because they are specific targets of Com2 in response to SO2 but rather because they reflect a different physiological state of the much more susceptible mutant cells, in comparison with the wild-type cells. 

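The 34 genes of the paper's Table 1 all rose in wild-type cells with SO_2_, at a median log2 fold change of 1.87, also when adjusted over the list alone (camera, adjusted p = 4.52e-16, and adjusted p = 0.121 with an estimated correlation). Of these, 3 rose and 2 fell in *com2*Δ cells. The difference of responses was called downward for 30 of the 34, at a median of −1.78 (camera, adjusted p = 8.29e-17, and adjusted p = 0.13 with an estimated correlation), and 29 were lower in *com2*Δ than in wild-type cells under SO_2_. Since the study picked these genes on the same arrays, their count is not independent evidence. On the third wild-type control array, 26 of the 34 were above its replicates, at a median log2 difference of 0.46.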

A subset of these SO_2_-induced genes up-regulated by Com2 is shown in **Table 1** and the full list is provided in Table S4. From the functional point of view, this set of Com2-targets was highly enriched for genes involved in sulfate assimilation (*MET8, MET10, MET3, MET5, MET14, MET1, MET22* and *MET16*) and transport (*SUL1* and *SUL2*), as well as other genes associated with methionine and cysteine metabolism and regulation (*MET32, SAM2, HOM3, MET13 MET1, MHT1, SAM1, MET4, STR2, MET30* and *STR3*). Also included is this regulon are genes involved in biosynthesis of lysine (*LYS2, LYS21, LYS20, LYS14, LYS4, LYS5, LYS1 and LYS9*), arginine (*ARG5,6, ARG4, ARG2, ARG3, ARG7, ARG8, ORT1* and *CPA1*) or biotin (*BIO2, VHR1, ISA1, BIO5, BIO4* and *BIO3*), a sulfur containing vitamin. 

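In *com2*Δ cells, none of the 10 genes of sulfate assimilation and transport rose with SO_2_ and 2 fell in limma's test (camera, adjusted p = 0.443). These were *SUL1*, with a log2 fold change of −1.26 (standard error 0.21), and *MET14*, the adenylylsulfate kinase, with −1.05 (standard error 0.13). Without the second *com2*Δ array with SO_2_, or without the third *com2*Δ control array, the fall of *MET14* was under 2-fold (−0.92 and −0.95), and with array weights neither gene passed the threshold (−0.87 for *SUL1* and −0.77 for *MET14*). The *SUL1* level with SO_2_, an intensity of 102 ± 28.4 (SD, n = 3), is under the highest intensity of the deleted genes on any array. The difference of responses was called downward for all 10, at a median of −3.65 (camera, adjusted p = 3.68e-10, and adjusted p = 0.13 with an estimated correlation). It was −4.79 for *SUL1* (standard error 0.29, adjusted p = 1.8e-06 from limma) and −1.46 for *MET22* (standard error 0.20), the bisphosphate nucleotidase, which had the smallest of the 10. Of the 10 other genes of methionine and cysteine metabolism that the paper names, all rose in wild-type cells, at a median of 2.04 (camera, adjusted p = 2.68e-06, and adjusted p = 0.121 with an estimated correlation), and 8 were above the replicates on the third wild-type control array, at a median log2 difference of 0.37. Their difference of responses was called downward for 9, at a median of −2.40 (camera, adjusted p = 1.14e-06, and adjusted p = 0.13 with an estimated correlation). The exception, *HOM3*, the aspartate kinase, had a difference of −0.94, and was called without the third wild-type control array (−1.05). *MET4*, the activator of these genes, had −1.03, which was under 2-fold without replicate 1 of the wild-type controls, 3 of the wild-type cells with SO_2_, 2 of the *com2*Δ controls or 2 of the *com2*Δ cells with SO_2_ (−0.98, −0.95, −0.96 and −0.99), and its rise in wild-type cells was just under 2-fold without replicate 3 with SO_2_ (log2 fold change of 1.0). With median centring both were under 2-fold (−0.96 and 0.99). All counts were the same when adjusted over the list alone, and the study's choice of the genes on these samples makes them not independent evidence. Without SO_2_, 3 of the 10 genes of methionine and cysteine metabolism were higher in *com2*Δ than in wild-type cells.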

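Of the 8 genes of lysine synthesis that the paper names, 6 had a called lower response to SO_2_ in *com2*Δ cells, at a median difference of −1.40 (camera, adjusted p = 0.000158, and adjusted p = 0.231 with an estimated correlation). *LYS9* and *LYS4*, a saccharopine dehydrogenase and the homoaconitase, had differences of −1.87 (standard error 0.22) and −1.95 (standard error 0.25). *LYS20* and *LYS21*, the homocitrate synthases, had −0.91 and −0.84, under the 2-fold threshold, and passed it without the third wild-type control array (−1.14 and −1.09) or the second wild-type array with SO_2_ (−1.01 and −1.0), and *LYS20* also without the first *com2*Δ control array (−1.05). Of the 7 measured genes of arginine synthesis, 5 had a called lower response, at a median of −1.19 (camera, adjusted p = 0.000465, and adjusted p = 0.29 with an estimated correlation). *ARG3* had −2.36 (standard error 0.42) and *ARG2* −1.80 (standard error 0.23). *ARG4* had −0.88, and *CPA1*, a carbamoyl phosphate synthetase subunit, −0.93, which passed the threshold without the third wild-type control array (−1.11), the second wild-type array with SO_2_ (−1.01) or the first *com2*Δ control array (−1.0).

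The biotin genes that the paper names rose in wild-type cells, 6 of 6, and in *com2*Δ cells, 4 of 6, at medians of 3.47 (camera, adjusted p = 1.61e-05, and adjusted p = 0.129 with an estimated correlation) and 1.16 (adjusted p = 0.00133, and adjusted p = 0.768 with an estimated correlation). Of the 6, 5 were above the replicates on the third wild-type control array, at a median log2 difference of 0.57. The rise was called lower in *com2*Δ cells for 5 of the 6, at a median difference of −2.69 (camera, adjusted p = 3.98e-05, and adjusted p = 0.137 with an estimated correlation). The biotin synthase gene *BIO2* had a log2 fold change of 1.15 in *com2*Δ cells (0.96 without the second *com2*Δ array with SO_2_ and 0.86 with array weights) and a difference of −2.44 (standard error 0.30). *ISA1*, of iron-sulfur cluster assembly, had a difference of −0.95, past the threshold without the third wild-type control array (−1.18), the second wild-type array with SO_2_ (−1.15) or the first *com2*Δ control array (−1.07). The counts of the lists were the same when adjusted over the list alone. They are not independent evidence, since the study chose the genes on these samples.

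**Figure D1:**
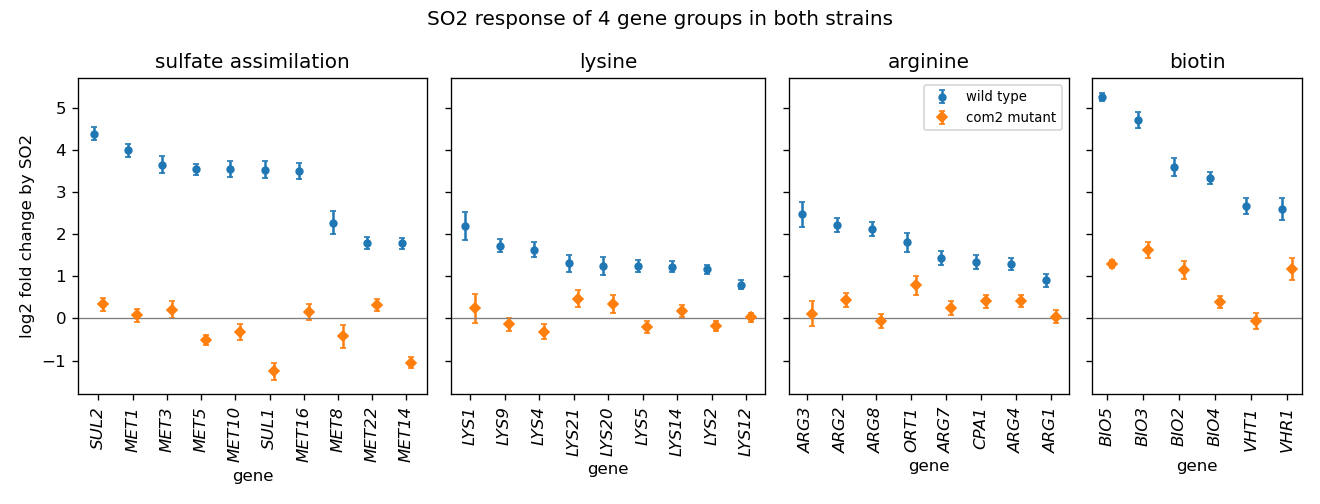
Log2 fold change by SO_2_ (vertical axis) of the measured genes of 4 textbook lists (horizontal axis), sulfate assimilation, lysine, arginine and biotin. Circles are wild-type and diamonds *com2*Δ cells, with the standard error from limma, n = 3 arrays per group. *SUL2*, the highest of the sulfate genes, lies at 4.39 in wild-type and 0.34 in *com2*Δ cells, and *BIO5* at 5.26 and 1.29.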

The positive effect of Com2 in up-regulating some of these SO_2_-responsive genes was confirmed by RT-PCR (Figure S4). Twelve of these genes up-regulated by Com2 under SO_2_ stress (*PHO5, SAM1, Ho, SAM2, USB1, OPT1, MET13, YHP1, MET6, PSD1, MOG1* and *WSC4*) already showed a lower expression in the mutant under control conditions, although the impact of *COM2* deletion in the expression of these genes is significantly higher in the presence of SO_2_ (Table S1).

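In control cells, *PHO5*, *SAM1*, *HO*, *SAM2*, *USB1*, *OPT1*, *MET13*, *YHP1*, *MET6*, *PSD1*, *MOG1* and *WSC4* were all called higher in *com2*Δ than in wild-type cells, at a median log2 fold change of 1.41 (camera, adjusted p = 1.04e-25, and adjusted p = 0.0376 with an estimated correlation). For each of the 12 genes, all 3 *com2*Δ arrays lay above all 3 wild-type arrays. The acid phosphatase gene *PHO5* had a log2 intensity of 8.53 ± 0.20 (SD, n = 3) in wild-type and 10.98 ± 0.11 (SD, n = 3) in *com2*Δ control cells, a log2 fold change of 2.45 (standard error 0.14, adjusted p = 4.9e-06 from limma). *SAM1* and *SAM2*, which encode S-adenosylmethionine synthetases, had 1.99 (standard error 0.29) and 1.52 (standard error 0.22), and *MET6*, the methionine synthase, 1.27 (standard error 0.14). *MET13*, a methylenetetrahydrofolate reductase, and *YHP1*, a homeobox repressor, had the highest adjusted p, 0.0719 each.

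With SO_2_, the 12 genes had a median log2 fold change of 2.22 in wild-type and −0.17 in *com2*Δ cells, and the difference of responses was called downward for all 12, at a median of −2.19. Under SO_2_, *com2*Δ cells were at a median of −0.92 relative to wild-type cells, and 5 of the 12 were called lower. The counts were the same when adjusted over the list alone and are not independent evidence, since the study chose the genes on these samples. The comparisons without SO_2_ and of the wild-type response share the 3 wild-type control arrays. On the third of these, 9 of the 12 genes were above its replicates, and without it the 12 genes were all called higher in *com2*Δ cells, at a median of 1.68. Without any 1 array, at least 8 were called. *MOG1* and *WSC4* were under 2-fold without replicate 2 of the wild-type controls (0.96 and 0.97) or 3 of the *com2*Δ controls (0.94 and 0.83), *WSC4* also with array weights (0.97) or 16 added to each intensity (0.94). The false discovery rate was over 10%, or the fold under 2, for *PSD1* without replicate 1 of the wild-type or 2 of the *com2*Δ controls (1.0 and 1.11). It was over 10% for *YHP1* without replicates 1 or 2 of the wild-type controls (1.10 and 1.17), 2 or 3 of the *com2*Δ controls (1.30 and 1.10), or 1 or 3 of the wild-type or 3 of the *com2*Δ cells with SO_2_ (1.31 each), and for *MET13* without the same arrays or *com2*Δ control replicate 1 (1.01 to 1.62). Both calls also ended when only the 6 control arrays were fitted (adjusted p = 0.201 and 0.236 from limma). Under SO_2_, the lower level of *YHP1* was under 2-fold without replicate 1 or 3 of the wild-type (−0.91 and −0.89) or *com2*Δ cells (−0.98 and −0.95), with median centring (−0.91), after quantile normalization (−0.95) and with 16 added to each intensity (−0.99). The rise of *HO* in wild-type cells was under 2-fold without replicate 1 of either wild-type group (0.94 and 0.85) and with median centring (0.97), and its difference of responses without replicate 1 of either group with SO_2_ (−0.94 and −0.98).

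**Figure D2:**
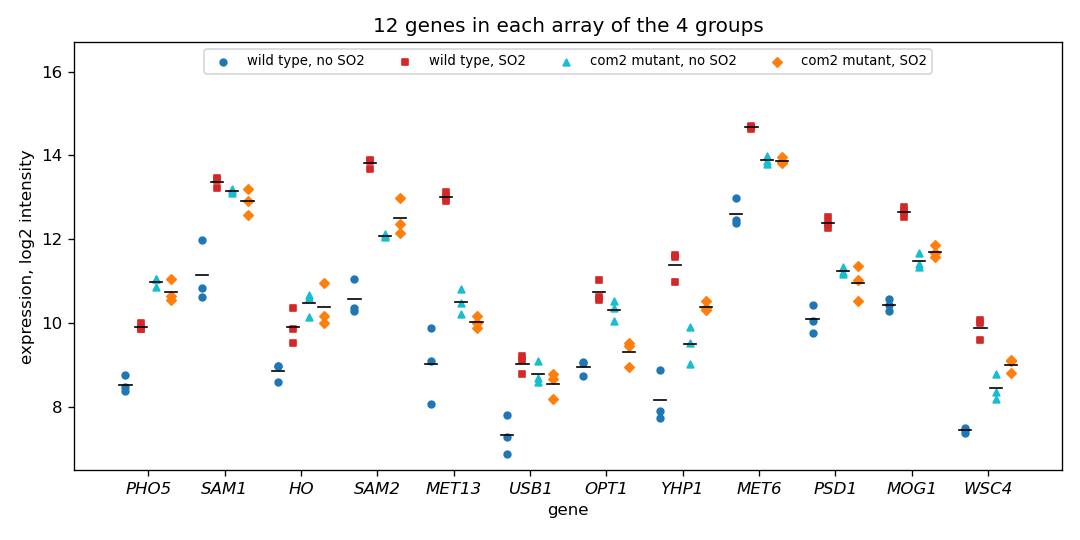
Log2 intensity (vertical axis) of the 12 genes on each of the 12 arrays, by strain and SO_2_. Each point is 1 array and each line the mean of 3. For *PHO5* the wild-type control mean is 8.53 and the *com2*Δ control mean 10.98.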

### Genome-wide profiling of SO_2_-resistance genes: role of genes of the Com2-regulon

The strong susceptibility phenotype exhibited by *com2*Δ cells to SO_2_ may result from the reduced expression of genes required for maximal tolerance to that compound. Indeed, the protective effect against SO_2_ of the Com2-regulated genes *MET3, MET5, MET10, MET14, MET16, ARG2, ARG3, ARG4, ARG5/6, ARG7, ARG8, LYS4, LYS14, LYS20* and *LYS21* was demonstrated in this work **(Fig. 3A** and **B)**. However, the very large size of the Com2-regulon renders difficult to individualize the individual contribution of the remaining target genes in tolerance to SO_2_ and therefore we have resorted to the utilization of the yeast deletion mutant collection for a broader phenomic analysis. In the phenotypic profiling undertaken all the 5,000 haploid yeast strains that are devoid of all non-essential genes (generally known as the yeast disruptome) were profiled for their growth in MMB solid medium supplemented with 1, 1.5 or 2 mM of SO_2_ (at pH 3.5). This screening revealed around 767 mutants with reduced growth in the presence of SO_2_, comparing with the one exhibited by wild-type cells, 282 being hyper-susceptible (unable to grow at 1 mM) and 485 susceptible (did not show growth at 1.5 mM or 2 mM) (Table S5). Around 100 of the identified SO_2_-susceptible strains are devoid of genes providing protection against multi-stresses in yeast (highlighted in grey in Table S5) [34] and therefore their identification in this screening was expected. Comparison of the identified SO_2_-resistance genes with those that were found to be transcriptionally activated in response to this chemical revealed a small overlap of only 50 genes (highlighted in grey in Table S5). This observation is in line with previous reports describing a poor correlation between yeast genes induced in response to environmental stressors (including to stress induced by carboxylic acids) and those providing protection against these stresses [3, 28, 29, 35]. Crossing the set of defined Com2 targets with the list of genes providing tolerance to SO_2_ resulted in the identification of 47 genes (highlighted in grey in Table S5 and in **Table 1)**. Besides the Com2-targets involved in biosynthesis of lysine and in the sulfate assimilation pathway that were mentioned above, the other Com2-targets contributing to SO_2_ tolerance uncovered by the phenomic analysis included genes involved in transcriptional regulation (e.g. *ZAP1, BAS1, URE2*), in regulation of cell cycle (e.g. *BUD14, BUD16, DMA2* or *KIP2*) or in transport (e.g. *MCH5, STP22* or *MDM34*).

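All of *ZAP1*, *BAS1*, *URE2*, *BUD14*, *BUD16*, *DMA2*, *KIP2*, *MCH5*, *STP22* and *MDM34* rose in wild-type cells with SO_2_, at a median log2 fold change of 1.35, also when adjusted over the list alone (camera, adjusted p = 1.05e-05, and adjusted p = 0.121 with an estimated correlation). *DMA2*, a ubiquitin ligase of the cell cycle, rose 5.98-fold (log2 fold change of 2.58, standard error 0.18, n = 3 arrays per group). *ZAP1*, the zinc-responsive transcription factor, had log2 fold changes of 2.11 in wild-type and 0.65 in *com2*Δ cells. The lowest rises were those of *MDM34*, of the contact sites between mitochondria and the endoplasmic reticulum (log2 fold change of 1.01, and 0.87, 0.95, 0.91 and 0.88 without replicate 1 or 2 of the wild-type controls or replicate 1 or 3 of the wild-type cells with SO_2_, 0.91 with median centring, 0.93 after quantile normalization, and 1.0, just under 2-fold, with 16 added to each intensity), and *MCH5*, a riboflavin transporter (1.07, and 0.94 without the third wild-type control array, 0.95 with array weights and 0.97 with median centring). The rise of *BUD14* was under 2-fold with median centring (0.99). The difference of responses was called downward for 7 of the 10, at a median of −1.22 (camera, adjusted p = 2.87e-05, and adjusted p = 0.13 with an estimated correlation), and was −2.15 for *DMA2* and −1.46 for *ZAP1*. It was not called for *URE2* (−0.92), *BUD16* (−0.88, but −1.01 without the first *com2*Δ array with SO_2_) and *MDM34* (−0.37). The study chose these genes on the same samples, so the counts are not independent evidence.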

Functional clustering of the determinants of SO_2_ resistance uncovered in this work (shown in Fig. S5) reinforced the relevance of genes involved in biosynthesis of arginine, methionine and lysine (see **Fig. 3)**, as well of genes required for biosynthesis of adenine (e.g. *BAS1, ADE2*), glycine, serine or histidine (e.g. *GVC1, SER33, SER1, SER2*) for maximal tolerance to this preservative (Table S5). Genes involved in synthesis of the reserve carbohydrates trehalose and glycogen (e.g. *GPH1, TSL1, TPS1, TPS2, TPS3*) as well as the key glycolytic enzymes Pfk1, Tdh3 and Tpi1 were also identified as being critical determinants of SO_2_ tolerance (Table S5 and Fig. S5), presumably by contributing to generate enough energy to allow the cells to activate the necessary defense mechanisms. Consistent with this idea, inactivation of glycolysis has been pinpointed as one of the relevant mechanisms of toxicity of sulfite in yeast [4] and genes required for assembly of components of the electron transfer (*COQ5, COX11, COX14, COX15* or *COX23*) and of F_1_F_0_-ATPase function (e.g *ATP1, ATP11, ATP12* or *ATP15*) were also found to provide protection against SO_2_ (supplementary Table S5). Another detectable feature was the identification of all genes required for assembly and function of the V-ATPase (*VMA1, VMA11, VMA16, VMA21, VMA3, VMA4, VMA5, VMA7* or *VPS1*) as being essential for tolerance to SO_2_ (Table S5 and Figure. S5). SO_2_ was found to induce intracellular acidification [3] and therefore the requirement for V-ATPase is likely to be related with the demonstrated involvement of this pump in restoring internal pH to physiological values upon acid-induced stress [2, 24]. Several genes involved in antioxidant defense were also found to provide protection against SO_2_ including the cytosolic superoxide dismutase *SOD1*, the peroxiredoxin *AHP1*, the reductases *GRX3* or *MXR2* and the glutathione biosynthetic enzyme *GSH1* (Table S5). These observations suggest that one of the features of SO_2_ exposure is the induction of oxidative stress, a hypothesis that was confirmed in SO_2_-challenged cells by the higher accumulation of reactive oxygen species (ROS) in the cytosol, as revealed by the higher fluorescence intensity levels of DHR123, and of the ROS superoxide anion, revealed by the higher number of cells stained with DHE **(Fig. 4)**. In line with these observations, a mutant devoid of cytosolic superoxide dismutase has been found to have increased susceptibility to sulfite (also in line with the results from our disruptome screening), this being hypothesized to result from an oxyradical-based mechanism of toxicity of this chemical [36]. Sulfite has been found to induce oxidative stress in kidney, cardiac and plant cells [37, 38], the mechanism behind this being hypothesized to result from the perturbation of mitochondrial function mainly through the inhibition of cytochrome c activity by sulfide accumulated upon sulfite reduction [37]. Several genes encoding components of the cytochrome c oxidase complex were found to have a reduced expression in response to SO_2_ in *S. cerevisiae*, with *CYC7* exhibiting a particularly prominent repression reaching almost 50-fold (Table S2).

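*CYC7* (YEL039C), which encodes an isoform of cytochrome c, fell 44.8-fold in wild-type cells with SO_2_, from an intensity of 1034 ± 502 to 21.6 ± 2.48 (SD, n = 3; log2 fold change of −5.48, standard error 0.58, adjusted p = 1.31e-05 from limma). The level with SO_2_ is under 152, the highest intensity of the deleted genes *LEU2*, *MET17* and *URA3* on any array. This limits how well the fold is measured, and with 16 added to each intensity the decrease was 26.1-fold. In *com2*Δ cells *CYC7* had a log2 fold change of −0.86 (−1.48, and called, without the first *com2*Δ control array), and the difference between the strains was 4.62 (standard error 0.82). *CYC1*, the other isoform, was 1.97-fold lower in wild-type cells, and passed 2-fold without the first or second wild-type control or the first wild-type SO_2_ array (log2 fold changes of −1.07, −1.04 and −1.03). Of 11 genes of cytochrome c and the subunits of cytochrome c oxidase, 1 fell, *CYC7* (camera, adjusted p = 0.0869). Of 12 genes for the assembly of the oxidase, 3 fell (camera, adjusted p = 0.0821). These were *COX17*, a copper chaperone (log2 fold change of −1.35, standard error 0.22), *COX23* (−1.21, standard error 0.12) and *COX14* (−1.05, standard error 0.12, and −1.0, just under 2-fold, without the second wild-type array with SO_2_). *COX20* rose in *com2*Δ cells, by a log2 fold change of 1.08 (0.96 without the first *com2*Δ control array), and the difference of responses was called upward for 5 of the 12 (camera, adjusted p = 0.00723, and adjusted p = 0.137 with an estimated correlation). That of *COX14*, 1.02, was under 2-fold without replicate 1 or 2 of the wild-type controls (0.99 each) or of the *com2*Δ controls (0.94 and 0.97), 2 of the wild-type or 1 of the *com2*Δ cells with SO_2_ (0.96 each). The counts of both lists were the same when adjusted over the list alone.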

**Figure 4:**
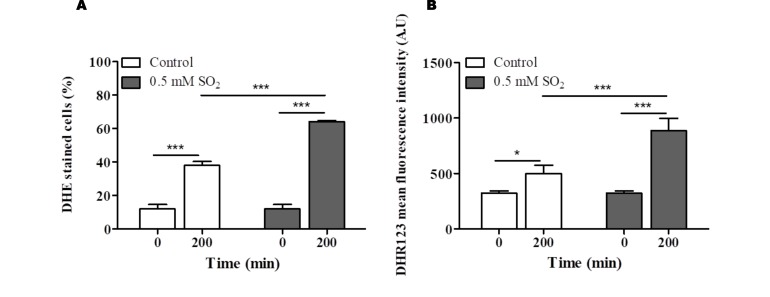
FIGURE 4. Assessment of the intracellular accumulation of ROS in *S. cerevisiae* BY4741 cells cultivated in MMB medium (at pH 3.5) (white bars) or in this same medium supplemented with 0.5 mM SO_2_ (grey bars). Quantification of intracellular ROS accumulation was made based on fluorescence emitted by cells stained with the ROS specific dyes DHE **(A)** and DHR123 **(B)** and analysed by flow cytometry. Significance was determined by two-way ANOVA (*p≤0.05, ***p≤0.001) between cells at time 0 and 200 minutes and between control cells and cells supplemented with SO_2_. Data represents mean ± SEM (the standard error of the mean) of at least three biological independent replicas.

## DISCUSSION

In this work, the responses of *S. cerevisiae* cells to SO_2_ at the enological relevant pH of 3.5 were investigated integrating results from transcriptomic and chemogenomic analyses. Although the mode of action of SO_2_ was associated with the one of weak carboxylic organic acids [2, 24], comparison of the genes up-regulated by SO_2_ with those responding to acetic or propionic acids (chosen for this comparative analysis for being more hydrophilic, like sulfite) reveals a modest overlap **(Fig. 5)**. The set of genes found to provide protection against acetic or propionic acids also showed little similarity with those required for maximal tolerance to SO_2_ **(Fig. 5)** and SO_2_ induced the Com2-dependent regulon while acetic and propionic acids rely on the Haa1-dependent regulons [27–29]. Altogether, these observations suggest that once inside yeast cells, SO_2_, acetic and propionic acids exert dissimilar toxic effects and, consequently, the responses evolved by yeast cells are different and require different players. The fact that SO_2_ is not organic is likely to be on the basis of these anticipated toxic effects in the cellular environment. The genes of the sulfate activating pathway emerged among the SO_2_-specific transcriptional responses as well as among the SO_2_-specific determinants of resistance (SO_2_) **(Fig. 5)**. Prior studies have referred to the relevance of the sulfate activation pathway in yeast response to SO_2_ [22, 32], however, this was mostly based on the observed higher expression of these genes in more tolerant strains [22]. Interestingly, up-regulation of genes of the sulfate activation pathway in response to sulfite stress was observed in *C. albicans* and in *Vitis vinifera* [37, 38] indicating that responsiveness of this pathway to sulfite/SO_2_ stress is not unique to *S. cerevisiae*. In the present study, we not only confirmed that the transcription of genes of the sulfate activating pathway is highly responsive to SO_2_ stress, but we also showed that these genes are critical for tolerance. The protective effect of the sulfite reductases Met5 and Met10 goes in line with the anticipated involvement of these enzymes in reducing the intracellularly accumulated sulfite into sulfide [22, 32], which can then be channeled to synthesis of methionine and cysteine (as schematically represented in **Fig. 6)**. However, the requirement for Met3, Met14 or Met16 tolerance to SO_2_ is much less obvious since these enzymes are located upstream of the sulfite-sulfide reduction step **(Fig. 6)**. In plants the involvement of the sulfate reduction steps in response to sulfite was linked with an increase in intracellular sulfate caused by sulfite oxidation via a sulfite oxidase [37]. We cannot exclude oxidation of intracellularly accumulated sulfite into sulfate or another species (e.g. sulfonic acid), which could require detoxification through the sulfate activating pathway, however, we do not favor this hypothesis since sulfite oxidases were never described in *S. cerevisiae* (although it has been shown in *Rhodotorula* [39]). Sulfite was found to degrade thiamine [40] and thus one may hypothesize that it may also have a deleterious effect against other sulfur-containing molecules like cysteine, methionine or homocysteine. Under these conditions, SO_2_-stressed cells would require a high flux through the sulfate activating pathway as a compensatory response, something that could not be achieved in the *met3*Δ, *met14*Δ or *met16*Δ mutants (thus explaining their susceptibility phenotype). In mammalian cells a similar hypothesis has been raised based on the idea that synthesis of cysteine and cystine (the oxidized form of cysteine) can serve as a scavenging mechanism for excess sulfite [41]. Further studies are required to test this hypothesis and mechanistically understand what is the precise role of the sulfate activating pathway in SO_2_ detoxification by yeast cells, although it seems clearer that it goes beyond the conversion of exceeding sulfite into sulfide.

**Figure 5:**
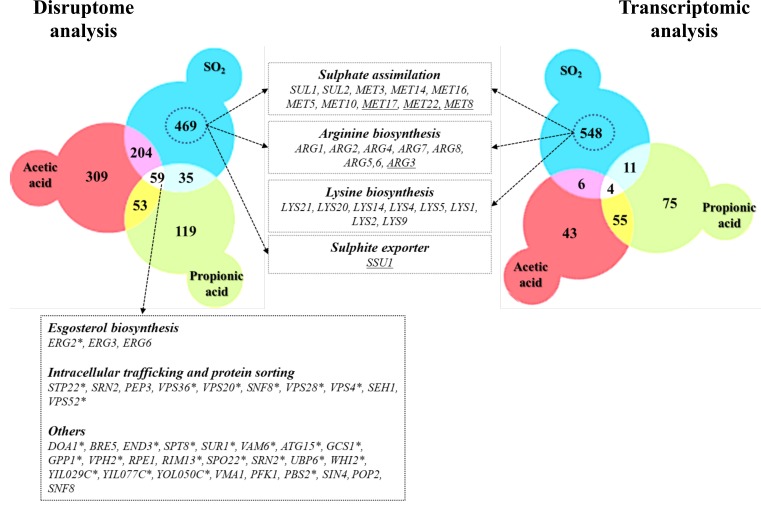
FIGURE 5. Venn diagrams comparing genes that were found to confer resistance to SO_2,_ propionic and acetic acids (left panel) and the set of genes up-regulated by SO_2_ with those responding to acetic or propionic acids (right panel). Genes with asterisk corresponds to the MDR (multidrug resistance) genes and underlined genes represents the identified SO_2_-resistance genes with those that were found to be transcriptionally activated in response to this chemical.

The involvement of Com2 in response and tolerance of *S. cerevisiae* cells to stress induced by SO_2_ at low pH is the first biological function attributed to this regulator. Transcriptomic analysis revealed that Com2 regulates, directly or indirectly, approximately 80% of the SO_2_-activated genes. 

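Together, the genes under 2-fold in *com2*Δ cells and those that reached less than 50% of the wild-type fold, *BIO5*, *MET2* and *CHA1* among them, came to 537 of the 594 genes activated by SO_2_, or 90.4%, while the test of the difference itself called a lower response for 62.3%. Over the 521 genes under 2-fold in *com2*Δ cells, the median difference between the strains' log2 fold changes was −1.25, and the median log2 difference between *com2*Δ and wild-type cells under SO_2_ was −1.19. Their selection makes every such difference of responses negative, and the comparison under SO_2_ uses arrays that entered the selection. These medians are therefore not independent evidence of lost activation. For loss of activation and for a reduction by more than 50%, the paper counts 503 and 15 of 569 activated genes. From the loss of activation in the mutant, the paper concludes that Com2 regulates most of the SO_2_-activated genes, directly or indirectly. It also reports RT-PCR for some of these genes, and it names a different physiological state of the mutant cells as a likely reason for the high number.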

According with the information available in the YEASTRACT database [42], this percentage of targets is much higher than the one predicted for other stress-responsive transcription factors (e.g. Msn2/Msn4 had only 47% of documented targets among the SO_2_-activated genes; Figure S6 and data not shown). These results clearly highlight Com2 as the main player in the reprogramming of yeast genomic expression under SO_2_ stress. In total, 47 genes activated by Com2 in response to SO_2_ were found to contribute for maximal tolerance to this chemical including not only the genes of the sulfate activating pathway but also genes required for lysine and arginine biosynthesis, among others that have more general functions in response to environmental stress. Consistently, wine fermentations undertaken in the presence of SO_2_ rapidly exhaust the arginine available in the must (comparing with the consumption observed in the absence of SO_2_) [43, 44], this also being observed for lysine although at a much less significant extent [43].

**Figure 6:**
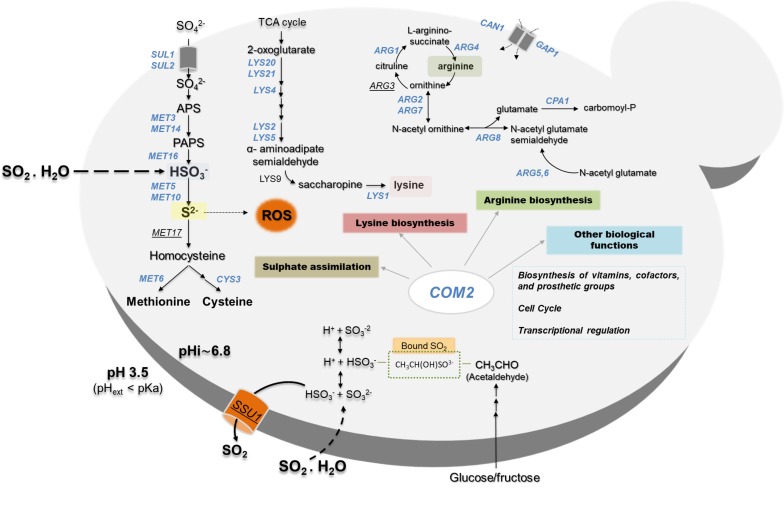
FIGURE 6. Schematic model for the adaptive response of *S. cerevisiae* to SO_2_ -induced stress according with the results obtained in the herein described transcriptomic and chemogenomic analyses and also integrating previously described adaptive responses. Genes regulated by Com2 are highlighted in blue.

Most of the SO_2_-activated genes that are documented targets of Msn2 were also found to be regulated by Com2 suggesting some overlap between these two regulatory systems (Figure S6). The DNA sequence recognized by Com2 is not yet known, however, the C-terminal region of this regulator is highly similar to the DNA binding domains of ScMsn2 and CaMnl1 (Figure S7) which prompted us to search the promoter region of Com2-targets for STRE-like motifs (5'-CCCCT-3'=), known to serve as binding sites for ScMsn2 and CaMnl1 [26]. A high percentage of the SO_2_-induced genes identified as targets of Com2 and Msn2 harbor in their promoter region STRE-like sequences (Figure S6), however, these were not abundant on the promoters of the genes specifically under the regulation of Com2 (Figure S6). This leads us to conclude that either Com2 recognizes a STRE-like sequence and the effect observed on the regulation of genes only regulated by this transcription factor is indirect and mediated via other regulators; or Com2 recognize a sequence less specific than STRE.

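*IME1*, the inducer of meiosis, had a log2 fold change of 0.13 between *com2*Δ and wild-type cells without SO_2_ (standard error 0.30, adjusted p = 0.912 from limma). Under SO_2_ it was higher in *com2*Δ cells, by 1.30 (standard error 0.30, adjusted p = 0.00263). The difference of its responses was 1.17 (standard error 0.42, adjusted p = 0.0405) and was under 2-fold without the third wild-type control array (0.82) or the second wild-type array with SO_2_ (0.94), with array weights (0.60) and after quantile normalization (0.98, adjusted p = 0.104). Under SO_2_, 432 features were higher and 569 lower in *com2*Δ than in wild-type cells, 1001 in all, against 40 in control cells. With median centring 535 were higher and 492 lower, which turns the larger direction. *SUL1*, the sulfate permease gene, had a log2 fold change of −7.01 between the strains under SO_2_ (standard error 0.21), with the *com2*Δ level under the background of deleted genes. *COM2* itself had a log2 fold change of −0.40 by SO_2_ in wild-type cells (standard error 0.12), under the 2-fold threshold.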

In the absence of SO_2_ Com2 had no significant effect on the yeast transcriptome suggesting that it becomes active only when cells are exposed to this chemical. In line with this, up to now only *IME1* had been identified as a Com2 target [45] regardless the extensive number of studies describing transcriptional reprogramming of yeast cells under various stress conditions. Recently, several yeast stress-responsive transcription factors have been found to become activated upon binding of xenobiotics this being reported, for example, for the drug-induced regulator Pdr1 [46] as well as for Haa1 that was found to directly bind acetate [47]. Further studies are required to demonstrate if Com2 becomes activated in response to SO_2_ as the result of binding sulfite or metabisulfite. A shift in cytoplasmic to nuclear localization may also be another hypothesis as a regulatory mechanism for Com2 activity, considering that this was described to regulate ScMsn2 activity [48–51], however, the localization signals for nuclear import (NLS) and export (NES) mapped in Msn2 (between 575-642 residues) [52] are not conserved in Com2 (Fig. S7) and no other NLS or NES can be bioinformatically predicted for this regulator (Figure S7). Although Com2 had been identified as the orphan-homologue of *C. albicans* Mnl1 they do not appear to respond to the same stimuli since Com2 is dispensable for tolerance and response to acetic acid [27, 29], while Mnl1 is essential for this response [26]. Furthermore, no significant over-representation of genes of the Mnl1-regulon was observed in a recent survey of *C. albicans* response to sulfite stress [33].

A model of how *S. cerevisiae* cells respond at a genome-wide level to SO_2_-induced stress is proposed in **Fig. 6?** integrating the data that we have gathered in our work with previously established knowledge. The central role of Com2 in SO_2_ response and tolerance is highlighted in this scheme **(Fig. 6?)**, showing its involvement in the up-regulation of newly uncovered determinants of resistance like the genes of the sulfate activating pathway or the genes required for biosynthesis of lysine and arginine. It is possible that SO_2_-induced stress can lead to a depletion of intracellular lysine and arginine which can justify the protective effect exerted by enzymes contributing to the synthesis of these two amino acids as well, however, further studies are required to clarify this. Interestingly, recently it was shown that an increase in intracellular arginine improves yeast tolerance to inhibitory concentrations of ethanol by contributing to the integrity of the cell wall and the plasma membrane [53], which are also two well-described targets of SO_2_-induced toxicity according to the results of our chemogenomics screening. Notably, while supplementation of the MMB medium with lysine led to improved growth in the presence of SO_2_, no significant effect was obtained upon arginine supplementation which can result from a difficulty in increasing the intracellular concentration of this amino acid just by increasing its availability in the growth medium since the arginine uptake is complex and involves many players whose regulation of activity can be affected by the experimental conditions, including the exposure to SO_2_. Nonetheless, the demonstration that lysine supplementation can alleviate the toxic effects of SO_2_ in *S. cerevisiae* represents an important finding of our work since it can be easily explored by winemakers to improve performance of yeast strains along vinification, especially those that are more susceptible to the preservative action of SO_2_.

It is expected that the knowledge gathered in this work can be used for the development of more efficient wine preservation strategies based on SO_2_, either helping to understand what can be the molecular mechanisms behind the highly tolerant spoilage yeasts *B. bruxellensis* or S*. ludwigii* or by guiding the identification of what are the adaptive responses necessary to increase robustness of *S. cerevisiae* strains to be used in vinification. The herein identified set of genes involved in response and resistance to SO_2_ may also pave the way for a better understanding of what can be the toxicity mechanisms exerted by this preservative for humans in a more toxicological perspective.

## MATERIALS AND METHODS

### Strains and growth media

The parental strain *Saccharomyces cerevisiae* BY4741 (MATa, his3Δ1, leu2Δ0, met15Δ0, ura3Δ0) and the 19 individual single deletion mutant strains (*yer130cΔ, msn2Δ, msn4Δ, haa1Δ, met3Δ, met14Δ, met16Δ, met5Δ, met10Δ, arg2Δ, arg3Δ, arg4Δ, arg5,6Δ, arg7Δ, arg8Δ, lys4Δ, lys21Δ, lys14Δ* and *lys20Δ*) used in this work were all acquired from Euroscarf. The prototrophic strain *S. cerevisiae* yfg*Δ*0 (MATα::KanMX can1*Δ*::STE2prΔSpHIS5 *his3Δ1 lyp1Δ0*) as well as the derived mutants *met14Δ, met16Δ* and *met5Δ* were kindly provided by Dr. Amy Caudy [54]. The different yeast strains were cultivated in YPD medium (containing, per liter, 20g glucose (Merck), 10 g bactopeptone (HiMedia) and 5 g yeast extract (HiMedia)) or in minimal? medium MMB (containing, per liter, 1.7 g YNB without amino acids or ammonium sulfate (Difco Laboratories, Detroit, Michigan), 20 g glucose (Merck) and 2.65 g (NH_4_)_2_SO_4_ (Merck)). To surpass the auxotrophies of the BY4741 background, the MMB medium was further supplemented with 20 mg/L methionine, 60 mg/L leucine, 20 mg/L histidine, 20 mg/L uracil, all acquired from Sigma (Spain). Whenever required the pH of the MMB medium was adjusted to 3.5 using HCl as the acidulant. Preparation of the corresponding solid YPD or MMB media was achieved upon supplementation with 2% agar (Merck).

### Sulfur dioxide susceptibility assays

Susceptibility to SO_2_ of the parental strain BY4741 or of the selected deletion mutants was compared using spot assays or through the comparison of growth curves in liquid medium. For the spot assays, mid-exponential phase cells (OD_600nm_ ~ 0.6) cultivated in liquid MMB medium (at pH 3.5) at 30°C with orbital agitation (250 rpm), were used to prepare suspensions (in distilled water) having an OD_600nm_ of 0.1. These suspensions and two subsequent dilutions (1:5 and 1:10) were applied as spots (4 μl) onto the surface of solid MMB (pH 3.5) supplemented with SO_2_ concentrations ranging from 0 to 1.5 mM. SO_2_ was included in media by incorporating equal amounts of freshly prepared stock solutions of potassium metabisulfite (Merck) in water, with pH adjusted to 3.5, to give the desired final concentrations. Plates were incubated at 30°C for 2 to 3 days, depending on the severity of growth inhibition. For the comparison of the growth curves in liquid medium, mid-exponential phase cells (OD_600nm_ ~ 0.6) cultivated in MMB medium (at pH 3.5) were used to inoculate fresh medium at an initial OD_600nm_ of 0.2. Growth was followed by accompanying the increase in OD_600nm_ of the culture as well as the concentration of viable cells (assessed as the number of colony forming units per ml of cell culture (CFU ml^-1^) onto YPD solid medium, after 2 days of incubation at 30°C. Alternatively, growth of the wild-type and of the selected mutants in the presence or absence of SO_2_ was accompanied in 96-multiwell plates for 24h. The experimental setting used in this case was identical to the one described above with the exception that cultures were incubated in a plate reader (Multiskan Ascent spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA, USA)) and OD_600nm_ readings were taken every 30 min. All experiments were carried out in, at least, triplicates. To test the effect of lysine and arginine supplementation (1 g/L) cells were cultured in 96-multiwell plates as described above.

### Transcriptomic analysis of *S. cerevisiae* BY4741 and BY4741_*com2*Δ in response to SO_2_ stress

*S. cerevisiae* BY4741 and the mutant devoid of *COM2* were cultivated in MMB growth medium (at pH 3.5) until mid-exponential phase (standard OD_600nm_ 0.6) and then re-inoculated in fresh medium, either or not supplemented with 0.5 mM of SO_2_ (at pH 3.5). After 60 min of incubation in the absence or presence of SO_2_, cells were harvested, immediately frozen in liquid nitrogen, and kept at – 80°C until total RNA extraction. Total RNA extraction was performed according to the hot phenol method. Concentration and purity were determined by spectrophotometry and integrity was confirmed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay (Agilent Technologies, Palo Alto, CA, USA). RNA was processed for use on Affymetrix (Santa Clara, CA, USA) GeneChip Yeast Genome 2.0 Arrays, according to the manufacturer's One-Cycle Target Labeling Assay. Briefly, 5 mg of total RNA containing spiked in Poly-A RNA controls (GeneChip Expression GeneChip Eukaryotic Poly-A RNA Control Kit; Affymetrix) was used in a reverse transcription reaction (One-Cycle DNA synthesis kit; Affymetrix) to generate first-strand cDNA. After second strand synthesis, double-stranded cDNA was used in an in vitro transcription (IVT) reaction to generate biotinylated cRNA (GeneChip Expression 30-Amplification Reagents for IVT-Labeling; Affymetrix). Size distribution of the cRNA and fragmented cRNA, respectively, was assessed using an Agilent 2100 Bioanalyzer with a RNA 6000 Nano Assay. A total of 5 μg of fragmented cRNA was used in a 100-μL hybridization cocktail containing added hybridization controls. 80 μl of mixture was hybridized on arrays for 16 h at 45 °C. Standard post hybridization wash and double-stain protocols (FS450_0003; GeneChip HWS kit) were used on an Affymetrix GeneChip Fluidics Station 450. Arrays were scanned on an Affymetrix Gene-Chip scanner 3000 7G.

The scanned arrays were analyzed first with Affymetrix MAS 5.0 software to obtain Absent/Present calls and subsequently with DNA-Chip Analyzer (dChip) 2010 (http://www.dchip.org, Wong Lab, Harvard). The arrays were normalized to a baseline array with median CEL intensity by applying an Invariant Set Normalization Method [40]. Normalized CEL intensities of the eight arrays were used to obtain model-based gene expression indices based on a PM (Perfect Match)-only model [40]. Microarray data are available from Gene Expression Omnibus (GEO) with accession number GSE 117883. Genes were considered to be differentially expressed if they were called Present in at least two replicates of each sample. A lower-confidence bound fold change cut-off between experiments and baseline was above 1.2, maintain a false discovery rate (FDR) below 10%. For downstream analysis of SO_2_-responsive genes only the genes whose transcriptional change was above or below 2-fold (p-value below 0.05) the values registered in control cells were considered to be altered. Clustering of the up- or down-regulated genes, based on biological function, was performed using the MIPS Functional Catalogue and the description of gene function is based on the information available in *Saccharomyces* Genome Database. To confirm some of the results obtained in the microarray analysis carried out, the transcript levels of selected SO_2_-responsive genes were compared by real-time RT-PCR in BY4741 and *com2*Δ cells. The same experimental setting used for the microarray analysis was used. Synthesis of cDNA from total RNA samples was performed using the MultiscribeTM reverse transcriptase kit and the subsequent real time RT-PCR step was carried out using SYBR® Green reagents 7500 RT-PCR in a Thermal Cycler Block (Applied Biosystems, Bedford, MA, USA). Specific primers for the amplification of the selected genes and of the *ACT1* gene, used as an internal control, were designed using Primer Express Software (Applied Biosystems) (available upon request).

### Phenotypic screening of the yeast deletion mutant collection to SO_2_-induced stress

To screen the Euroscarf haploid yeast mutant collection the strains were grown for 16h in 96-wells plate in MMB medium (at pH 3.5) at 30°C with orbital agitation (250 rpm). Five replicates of the wild type strain BY4741 were included in each plate to minimize inter and intra experimental condition variation. Then, 3 μL of the cellular suspensions were spotted (using a 96-pin replica platter) onto the surface of MMB solid medium (at pH 3.5) supplemented with 0, 1 or 1.5 mM SO_2_. Yeast cells growth was visually inspected after incubation at 30°C during 3 days. Strains showing a growth defect in control plates, without SO_2_, were discarded. Strains showing reduced growth comparing to the one obtained for the wild-type strain in the presence of 1 mM SO_2_ were considered highly susceptible, while those showing a growth defect only in the presence of 1.5 were considered susceptible.

### Assessment of intracellular reactive oxygen species in SO_2_-challenged cells

Cells of the parental strain BY4741 were cultivated, at 30°C with orbital agitation (250 rpm), in MMB (pH 3.5) until exponential-phase and then re-inoculated into this same fresh medium supplemented with 0 (control) or 0.5 mM of SO_2_ (at pH 3.5). After 200 minutes of incubation at 30 °C (maintaining an orbital agitation of 250 rpm) cells were stained with dihydroethidium (DHE, Molecular Probes, Eugene, USA) or with dihydrorhodamine 123 (DHR123, Molecular Probes, Eugene, USA) to determine intracellular reactive oxygen species (ROS), as described in (Mesquita A et al., 2010). DHE (10 μg ml^-1^) was added to the cell suspensions and these were further incubated for 10 min in dark. For the DHR123 staining, 15 μg ml^-1^ of DHR123 were added and cells incubated for 90 minutes at 30°C in the dark. Fluorescence emitted by DHE or DHR123 was analyzed by LSRII flow cytometer (BD-Biosciences) with a 488 nm excitation laser. The DHE and DHR123 signals were collected through a 488-nm blocking filter, with a 685-nm long-pass or a 505-nm long-pass, respectively. 30,000 cells/sample were captured at a low flow rate of 1,000 cells/s. Data collected with the LSRII flow cytometer were processed with Flowjo software (Tree Star).

## SUPPLEMENTAL MATERIAL

Click here for supplemental data file.

All supplemental data for this article are available online at http://www.microbialcell.com/researcharticles/2019a-lage-microbial-cell/.

## Abbreviations:

ROS: – reactive oxygen species.

How the deposited data were processed for this re-analysis (not part of the article)

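RNA levels were measured on 12 Affymetrix Yeast Genome 2.0 arrays, 3 biological replicates each of *S. cerevisiae* BY4741 and *com2*Δ cells after 60 min at pH 3.5 with 0 or 0.5 mM SO_2_. The deposited table holds 1 intensity per probe set and array on a linear scale, which the authors, per the paper, made by normalizing the arrays to an invariant set and computing expression indices from the perfect match probes in dChip, after detection calls from MAS 5.0. The submitters' processing notes name MAS5, with no version. Labels and paper differ in the number of arrays and in the labelling kit. The number of arrays limits the precision of every value. The p-values from limma set a difference of group means against the spread between cultures within the groups, pooled over all groups. Those from camera and from Fisher's exact test compare genes, which are not independent replicates.

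The table holds 5716 probe sets, of which 5498 name 1 gene, 0 name several and 218 name none. Of the symbols, 12 were updated through the gene identifiers. For 47 genes with more than 1 probe set, the probe set with the highest mean log2 intensity was kept, which gave 5449 named genes and 5667 features in all. *ARG5,6*, among others, carries no name in the table and was not analysed here. The values were used on the log2 scale with no further scaling, since the medians of the arrays were close.

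Differences were tested with limma 3.58.1 in R 4.3.3, in a linear model with 1 mean per group and moderated variances (8 residual and 3.24 prior degrees of freedom). The comparisons were SO_2_ in wild-type cells, SO_2_ in *com2*Δ cells, the strains without SO_2_, the strains under SO_2_, and the difference of the SO_2_ responses (the interaction). A fold is 2 to the power of the log2 fold change. Calls needed at least 2-fold, a p-value under 0.05 and a Benjamini-Hochberg false discovery rate under 10%. The 54 gene lists, 9 of them named by the paper and the rest from textbook knowledge, were tested with limma's camera at a preset correlation of 0.01. Benjamini-Hochberg adjustment was over the lists, with a false discovery rate of 5%. The paper's lists, chosen on these samples, were part of this adjustment, which eases it for the other lists where the paper's lists pass. Several textbook lists share members with them, and that of sulfate assimilation holds the same 10 genes. Counts of list members were also taken with the adjustment over the list alone. This could hardly change them where the fold limit decided the calls, as in wild-type cells (1068 called with or without adjustment). For the strains without SO_2_, 40 were called with and 57 without it. Overlaps were tested with Fisher's exact test. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Calls from limma for SO_2_ in wild-type cells were checked on simulated data of the same size, with noise drawn independently per gene and array. There, 98% of 100 genes with a log2 change of 1.5 and 100 of 100 with a log2 change of 3 were called in the right direction. Deviations shared by the genes of a culture were not simulated, and camera and Fisher's exact test were not checked in this way.

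Named genes are the 10 highest and 10 lowest log2 fold changes of each comparison among called genes whose arrays do not overlap between the groups (for the interaction, no such condition), every gene the paper names about these arrays, with Table 1 and the labels of Figs. 2, 5 and 6 (whose values had been seen), and members of the gene lists. *ATG1* and YNL042W-B were named after their values were seen.

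The alternatives tried were the replicate number as a block, leaving out each array, quantile normalization, median centring, 16 added to each intensity, leaving out the 25% dimmest genes, only the 6 arrays compared, a moderation with trend and robust variances, array weights, all probe sets, and other thresholds. A background of 152, the highest intensity of the deleted genes *LEU2*, *MET17* and *URA3*, and folds from mean intensities were added after seeing the data. The table lists no probe sets of *S. pombe*, so a filter on these was replaced by that on the dimmest genes. The paper's Present calls and lower-bound fold were not applied. Promoters were not searched for the stress response element, since no genome was used here. The growth, screening, RT-PCR and acid experiments were not analysed here.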

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

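The tests of explanations, the counts over other splits of the arrays and the choice of the gene groups named here were made only after the results were seen, while the fits and the gene lists were planned.

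The response to SO_2_ differed between the strains for 990 features by the test of the difference itself. In opposite directions, 24 genes were called, each with a called difference, an outcome that selection by opposite 2-fold calls nearly fixes. Of the 594 features activated in wild-type cells, 521 were under 2-fold in *com2*Δ cells. In 20 simulated data sets the mutant responded like the wild type, with each gene's measured spread drawn independently per gene and array. At most 101 were under 2-fold there (median 92.5), which argues against such independent noise around the threshold for the count as a whole. Deviations shared by the genes of a culture were not simulated, and 167 of the 521 had no called difference of responses. The 521 had a median log2 difference of 0.09 between the strains without SO_2_, far from the shortfall in response, which argues against a raised level in the mutant before SO_2_. A candidate explanation, as a hypothesis, is that activation by SO_2_ depends on Com2, directly or through other regulators, and a different growth state or SO_2_ uptake of the mutant stays open, untested.

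Of 100 splits of the arrays for the difference of responses, 8 gave as many calls, the real one included (990, highest other 1185). Since 10 of these splits keep the SO_2_ arrays of the strains apart, as the real one does, and each gave at least 941, the share does not settle whether chance is excluded. The splits that mix these arrays gave at most 5. Each of the other comparisons has 10 splits, too few for a share under 0.05, with 1 as large, the real one. The real and highest other counts were 1068 and 67 for SO_2_ in wild-type cells, 333 and 1 in *com2*Δ cells, 40 and 1 for the strains without SO_2_, and 1001 and 0 under SO_2_.

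General stress genes fell in wild-type cells at a median log2 fold change of −1.86 (23 of 30, with *TSL1* at −2.52 and *HSP12* at −1.38; camera, adjusted p = 2.29e-10, and adjusted p = 0.211 with an estimated correlation), and the difference of responses had a median of 1.31 (18 of 30; camera, adjusted p = 4.46e-08, and adjusted p = 0.257 with an estimated correlation). A raised level in the wild-type control cultures alone is argued against by a median log2 difference of 0.96 between *com2*Δ and wild-type cells under SO_2_, although without SO_2_ the median was already −0.31, and an earlier version of this test, on that value, met its bound only narrowly. The fall stayed at −1.89 or lower after quantile normalization or median centring, and at −1.79 or lower without any 1 array, which argues against normalization and a single array. The general stress list shares genes with those of trehalose and glycogen (*GSY1* and *GPH1* among them) and of Haa1 (*SPI1*), so these results are not independent. On the third wild-type control array, 15 of the 30 general stress genes were above its replicates, at a median log2 difference of 0.23. As a hypothesis, Com2 may contribute to the lower level of these genes under SO_2_, while a difference in growth between the strains stays open, untested.

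Further groups passed camera's test, and none of their calls holds with an estimated correlation. Genes of allantoin use and nitrogen catabolite repression had a median log2 fold change of 1.52 in wild-type and 1.15 in *com2*Δ cells (14 of 23 called there; camera, adjusted p = 8.52e-09, and adjusted p = 0.729 with an estimated correlation). Zinc-regulated genes had a median of 1.10 in wild-type cells, and genes of the hexose transporter family −1.43. Genes of the mitotic cluster had medians of 1.83 for SO_2_ in wild-type cells, −1.12 between the strains under SO_2_ and −1.42 for the difference of responses. Genes specific to **a** cells had medians of −1.0 between the strains under SO_2_ and −1.02 for the difference of responses.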

How the results depend on the processing

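The filter on genes above the deleted genes *LEU2*, *MET17* and *URA3*, and folds from mean intensities, were chosen only after the results were seen. The number of genes changed by SO_2_ in wild-type cells (1068) stayed within 1.5 times under every setting that keeps the fold threshold. With an adjusted p under 0.05 and no fold limit, the counts were 3373 (SO_2_ in wild-type cells), 1637 (in *com2*Δ cells), 66 (strains without SO_2_), 3530 (strains under SO_2_) and 2547 (difference of responses), since smaller changes pass. Without the 25% dimmest genes, where fewer genes are tested, 144 were called in *com2*Δ cells, 15 between the strains without SO_2_ and 649 for the difference of responses, and 38 rose and 38 fell in both strains. With array weights, 94 were called between the strains without SO_2_, and the cause was not tested. Leaving out each array gave 27 (without wild-type control replicate 1) to 74 (without wild-type control replicate 3) for the strains without SO_2_, 1023 to 1180 and 295 to 399 for SO_2_ in wild-type and *com2*Δ cells, 964 to 1097 for the strains under SO_2_, 906 to 1093 for the difference of responses, and 482 to 567 activated genes under 2-fold in *com2*Δ cells, with the cause not tested. A replicate block gave 1067 and 334 for SO_2_ in wild-type and *com2*Δ cells; the labels do not say that equal numbers were grown together, and 5 of 12 arrays correlated best with their own number. The leading component held 65.3% of the variance over the 1000 most variable genes and 44.82% at unit variance per gene. With an estimated correlation, 0 lists were called for SO_2_ in wild-type cells, 0 in *com2*Δ cells, 1 between the strains without SO_2_, 0 under SO_2_ and 0 for the difference. Median centring moved the median log2 fold change of all genes in wild-type cells to −0.10. No named gene changed sign past a threshold. Of 13098 values of named genes under alternatives, 104 lost and 75 gained a call. The filters on *S. pombe* probe sets and the promoter test were not run. Signal under an intensity of 152, the highest of the deleted genes on any array, may not be told from background. The background differs between probe sets, since *MET17* lay far below this value. In every group, 5204 features lay above it.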

Differences from the paper's values

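All comparisons with folds from mean intensities or with plain tests were chosen after seeing the data.

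The paper's count of genes repressed by SO_2_ in *com2*Δ cells is 242. Here 155 were called at the same fold, p-value and false discovery rate, without the paper's Present calls and lower-bound fold. At 2-fold with no test, 155 fell here, and 158 with folds from mean intensities and no test. Present calls and a lower-bound fold only remove genes, so leaving them out does not account for the paper's higher count. Of the alternatives set before the data were examined, median centring (165) and leaving out *com2*Δ SO_2_ replicate 2 (163), *com2*Δ SO_2_ replicate 3 (171) or *com2*Δ control replicate 3 (181) came within 1.5 times of the paper's value. The other 21 did not, and ranged from 68 to 846, the latter with no fold limit. Folds from mean intensities with plain tests per gene, chosen after seeing the values, gave 151 and 152, and no setting gave the paper's count. The same plain tests gave 568 activated and 452 repressed genes, and 571 and 465, in wild-type cells.

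The paper states that *PHO5*, *SAM1*, *HO*, *SAM2*, *USB1*, *OPT1*, *MET13*, *YHP1*, *MET6*, *PSD1*, *MOG1* and *WSC4* were less expressed in the mutant without SO_2_. Here all 12 were higher in *com2*Δ control cells, from a log2 fold change of 1.0 for *WSC4* to 2.45 for *PHO5*. They are exactly the 12, of the 521 activated genes under 2-fold in *com2*Δ cells, that were called higher in the mutant without SO_2_. The paper, too, counts 20 genes more expressed in the mutant, as called here. The difference thus lies in the direction given for the list, not in its genes. Under SO_2_ the median of the 12 was −0.92, in the direction the paper states, but *PHO5* and *HO* remained at 0.83 and 0.46.

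The paper states that several genes for components of the cytochrome c oxidase complex had reduced expression. Of 11 genes of cytochrome c and the oxidase subunits, 1 was called lower here, *CYC7*, at a median log2 fold change of −0.46 over the list, and of 12 assembly genes 3 were called lower.

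The paper states that the genes changed by SO_2_ in *com2*Δ cells overlap little with those of wild-type cells. Here 12.3% of the genes activated and 20.3% of the genes repressed in wild-type cells were called the same way in *com2*Δ cells, but these were 41.0% and 61.9% of the calls in *com2*Δ cells, above the overlap of independent lists.

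The paper states in its discussion that Com2 had no significant effect on the transcriptome without SO_2_. The paper's results count 48 genes for this comparison, and 40 features were called here at its fold, p-value and false discovery rate, without its Present calls and lower-bound fold, so the difference is from the discussion and not from the count.

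The folds of the 34 genes of Table 1 were compared as well. The paper's 68 folds and those of log2 means differed by up to 10.63%, and, chosen after seeing the values, the ratio of mean intensities differed from them by up to 0.98%.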

Other observations

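The tests of explanations for the 12 genes below, and the choice of the third wild-type control array for a closer look, were made only after the results were seen.

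Genes of mitosis rose in wild-type cells with SO_2_, 9 of 10 measured (camera, adjusted p = 6.19e-07, and adjusted p = 0.129 with an estimated correlation). *CDC20*, an activator of the anaphase-promoting complex, had a log2 fold change of 2.13 (standard error 0.10), *SWI5*, a transcription factor of late mitosis, 2.12 (standard error 0.11), and the mitotic cyclin gene *CLB1* 2.38 (standard error 0.13). In *com2*Δ cells 1 of the 10 was called, *CLB1* (1.50), and the difference of responses was called downward for 9 (camera, adjusted p = 1.09e-06, and adjusted p = 0.137 with an estimated correlation). Without SO_2_ none was called, but the median was 0.40 higher in *com2*Δ cells (camera, adjusted p = 8.10e-07, and adjusted p = 0.402 with an estimated correlation). Under SO_2_, 7 of the 10 were lower in *com2*Δ cells (adjusted p = 0.000238, and adjusted p = 0.318 with an estimated correlation). Of 7 genes specific to **a** cells, the mating type of the strains, 3 rose in wild-type cells, and under SO_2_ 5 were lower in *com2*Δ cells (camera, adjusted p = 0.000429, and adjusted p = 0.318 with an estimated correlation). These include *AGA2*, the adhesion subunit of a-agglutinin (−2.03, standard error 0.10), and *BAR1*, the protease that degrades alpha factor (−1.46, standard error 0.15). The difference of responses was called downward for 4 of the 7 (camera, adjusted p = 3.77e-05, and adjusted p = 0.177 with an estimated correlation). On the third wild-type control array, 6 of the 7 were below its replicates, at a median log2 difference of −0.29. Of 4 genes specific to alpha cells, 1 rose and 2 fell in wild-type cells (adjusted p = 0.653), and of 10 genes of meiosis 2 rose and 4 fell (adjusted p = 0.344).

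Of 11 genes, *HAA1* and targets of this transcription factor of weak acid resistance, 5 fell in wild-type cells with SO_2_. This list had an adjusted p = 0.000509 from camera and an adjusted p = 0.121 with an estimated correlation. The genes that fell include *SPI1* (log2 fold change of −2.73, standard error 0.24) and *YRO2* (−2.30, standard error 0.22). *SPI1* is also in the list of general stress genes. Of 128 genes of cytosolic ribosomal proteins, 4 fell, at a median of −0.31 (adjusted p = 2.29e-10, and adjusted p = 0.121 with an estimated correlation). *MSN2* and *MSN4*, the activators of the general stress genes, were under 2-fold in both strains (0.75 and −0.64 in wild-type, 0.73 and −0.54 in *com2*Δ cells). The counts of these lists were the same when adjusted over the list alone. On the third wild-type control array, all 11 genes of G1 cyclins and S phase entry were above its replicates, at a median log2 difference of 0.80, and 7 of the 10 mitotic genes were below them, at −0.18. *MET17*, a deleted locus, had intensities of 10.8 ± 2.86 (SD, n = 3) in wild-type control cells and 10.9 ± 6.33 (SD, n = 3) with SO_2_.

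The 12 genes that the paper lists as less expressed in the mutant without SO_2_, *PHO5* and *SAM1* among them, were higher there. They are among 20 genes called higher, a number the paper also gives for the mutant, so its list differs in direction only. For the measured direction, 3 technical explanations were tested. Swapped strain labels of the control arrays are argued against by *COM2*, whose lowest wild-type control array lies 4.23 log2 units above the background of deleted genes, which the *com2*Δ control arrays do not exceed. A single array is argued against by the median of the 12 genes, which was 1.20 or more without any 1 array. Normalization is argued against by the same median, at 1.42 or more after quantile normalization or median centring. As a hypothesis, deletion of *COM2* may raise these genes in control cells, while a difference between the control cultures other than *COM2* stays open, untested.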
